# Photoperiodically driven transcriptome-wide changes in the hypothalamus reveal transcriptional differences between physiologically contrasting seasonal life-history states in migratory songbirds

**DOI:** 10.1038/s41598-021-91951-4

**Published:** 2021-06-17

**Authors:** Aakansha Sharma, Subhajit Das, Sayantan Sur, Jyoti Tiwari, Khushboo Chaturvedi, Neha Agarwal, Shalie Malik, Sangeeta Rani, Vinod Kumar

**Keywords:** Animal physiology, Animal migration

## Abstract

We investigated time course of photoperiodically driven transcriptional responses in physiologically contrasting seasonal life-history states in migratory blackheaded buntings. Birds exhibiting unstimulated winter phenotype (photosensitive state; responsive to photostimulation) under 6-h short days, and regressed summer phenotype (photorefractory state; unresponsiveness to photostimulation) under 16-h long days, were released into an extended light period up to 22 h of the day. Increased *tshβ* and *dio2*, and decreased *dio3* mRNA levels in hypothalamus, and low *prdx4* and high *il1β* mRNA levels in blood confirmed photoperiodic induction by hour 18 in photosensitive birds. Further, at hours 10, 14, 18 and 22 of light exposure, the comparison of hypothalamus RNA-Seq results revealed transcriptional differences within and between states. Particularly, we found reduced expression at hour 14 of *transthyretin* and *proopiomelanocortin receptor*, and increased expression at hour 18 of *apolipoprotein A1* and carbon metabolism related genes in the photosensitive state. Similarly, valine, leucine and isoleucine degradation pathway genes and *superoxide dismutase 1* were upregulated, and *cocaine- and amphetamine-regulated transcript* and *gastrin-releasing peptide* were downregulated in the photosensitive state. These results show life-history-dependent activation of hypothalamic molecular pathways involved in initiation and maintenance of key biological processes as early as on the first long day.

## Introduction

Birds, like many other seasonally breeding vertebrates, switch seasonally from one life-history state (LHS) to the other, for example, from non-breeding to breeding to the post-breeding state; this maximizes the overall metabolic and reproductive fitness. There are distinct differences in daily and seasonal responses between life-history states comprising the annual cycle, as governed by the interaction of the endogenous circadian (Latin: *circa* = approximately; *dian* = a day) and circannual (Latin: *circa* = approximately; *annual* = a year) timekeeping mechanisms with prevailing natural day length (= photoperiod)^1,2^. Several laboratory studies have demonstrated the photoperiodic control of daily and seasonal responses in both non-migratory and migratory songbirds, using behavioral and physiological markers^3–7^. For example, under short days, the latitudinal migrant birds maintain their non-migratory/non-breeding winter phenotype (small gonads and daytime activity), and they remain responsive to the stimulatory effects of long day; this is referred to as the photosensitive state. Under long days, on the other hand, these birds undergo a complete growth-involution cycle such as the gain–loss in body fattening and weight, and recrudescence-regression of gonads, and they become unresponsive to the stimulatory effects of long day; this is referred to as the photorefractory state^3,7^. These two states provide a contrasting continuum of the induction and cessation of physiological processes underlying seasonal life-history states of the annual cycle in a photoperiodic species.

During the last few years, there is some evidence suggesting transcriptome wide changes in both central and peripheral tissues in parallel with photoperiod-induced transition in seasonal phenotypes in avian migrants. In captive Swainson's thrushes (*Catharus ustulatus*), for example, Johnston et al.^8^ reported that genes related to neuronal plasticity such as the cell adhesion, proliferation and motility were higher in expressions in the ventral hypothalamus in migratory, compared to the non-migratory state, suggesting extensive changes in brain with seasonal transition from non-migratory to the migratory state. Likewise, there were 547 differentially expressed genes in the transcriptome profile of blood and pectoral muscle tissues of the dark-eyed junco (*Junco hyemalis*) between its migratory and sedentary populations^9^. These differentially expressed genes that enrich the ribosomal structure (associated with erythropoiesis) in blood, and the lipid transport and fatty acid catabolic processes in muscles (associated with migratory fuel) were higher in expression levels in migrant (*J. h. hyemalis*), compared to the resident (*J. h. carolinensis*) juncos^9^. Further, a study on blood transcriptome showed differential expression patterns of genes associated with hyperphagia, moluting, DNA replication and transcription between resident and migrant populations of partially migrant European blackbirds, *Turdus merula*^10^. Similarly, RNA-Seq of hypothalamus and liver transcripts indicated significant differences in molecular pathways such as the ATP binding and calcium ion transport between photoperiodically stimulated non-migratory and migratory states of blackheaded buntings, *Emberiza melanocephala*^11^.

Less is understood about the dynamics of photoperiodically driven changes at the global transcription level during crucial seasonal life-history states of a photoperiodic species. In a long-day breeding species, however, a response to increasing spring photoperiods is triggered when daily light period surpasses the threshold photoperiod, e.g. ≥  ~ 12 h light per day^1^. The photoperiodic response is rapid, dramatic and robust, as demonstrated by the first day release (FDR) model of photoperiodism in which photoperiodic induction is tracked at intermittent hours after the animal is released from a short photoperiod to an extended period of light exposure^12^. Few photoperiodic birds like Japanese quails (*Coturnix c. japonica*) and migratory blackheaded buntings (*Emberiza melanocephala*) have been shown to respond to such an FDR experimental paradigm. Quails and buntings released from non-inductive 6 h short photoperiod to an extended light period showed a significant rise in the plasma luteinizing hormone (LH, which is released from pars distalis of the pituitary gland and regulates gonadal recrudescence) levels by hour 23 and hour 18, respectively, on the first day of extended light exposure^13,14^. Rapid LH rise is due to photoperiodic activation of the hypothalamic mechanisms, as shown by increased gonadotropin releasing hormone (GnRH) secretion by hour 22.5 of the first day of light exposure (first long day) in quail hypothalamic explants^15^.

The avian hypothalamus is the site for the perception and transduction of the photoperiod, the timekeeping mechanism(s) to assess the photoperiod change, and the effector (output) pathways that convert the photoperiodic message into a biological response^5,6,16^. The three component mechanisms involve the photoperiodic activation of a cascade of genes^5,16,17^. For instance, the neuropsin (Opn5) photopigment containing paraventricular hypothalamic neurons (deep brain photoreceptors) detect the light presence and, via G protein-coupled receptors, they convey the photoperiodic message to external zone of the median eminence, which is juxtaposed to pars tuberalis (PT) of the pituitary gland^18^. By hour 14 of the first long day, PT thyrotrophs show increased transcription of *tshβ*, which coupled with its alpha subunit (*tshα*) forms the thyroid stimulating hormone that binds to its receptors on the hypothalamic tanycytes (ependymal cells lining the third ventricle). By hour 18, there is the reciprocal switching of *dio2* and *dio3* gene expressions that code for type 2 and type 3 deiodinase enzymes, respectively^19^. Dio2 catalyzes the intracellular conversion of thyroxine (T4) to its biologically active form, the triiodothyronine (T3) that controls GnRH secretion into the hypophyseal portal system and consequently gonadal maturation in a seasonal species^20,21^ (Fig. 1a).

**Figure 1:**
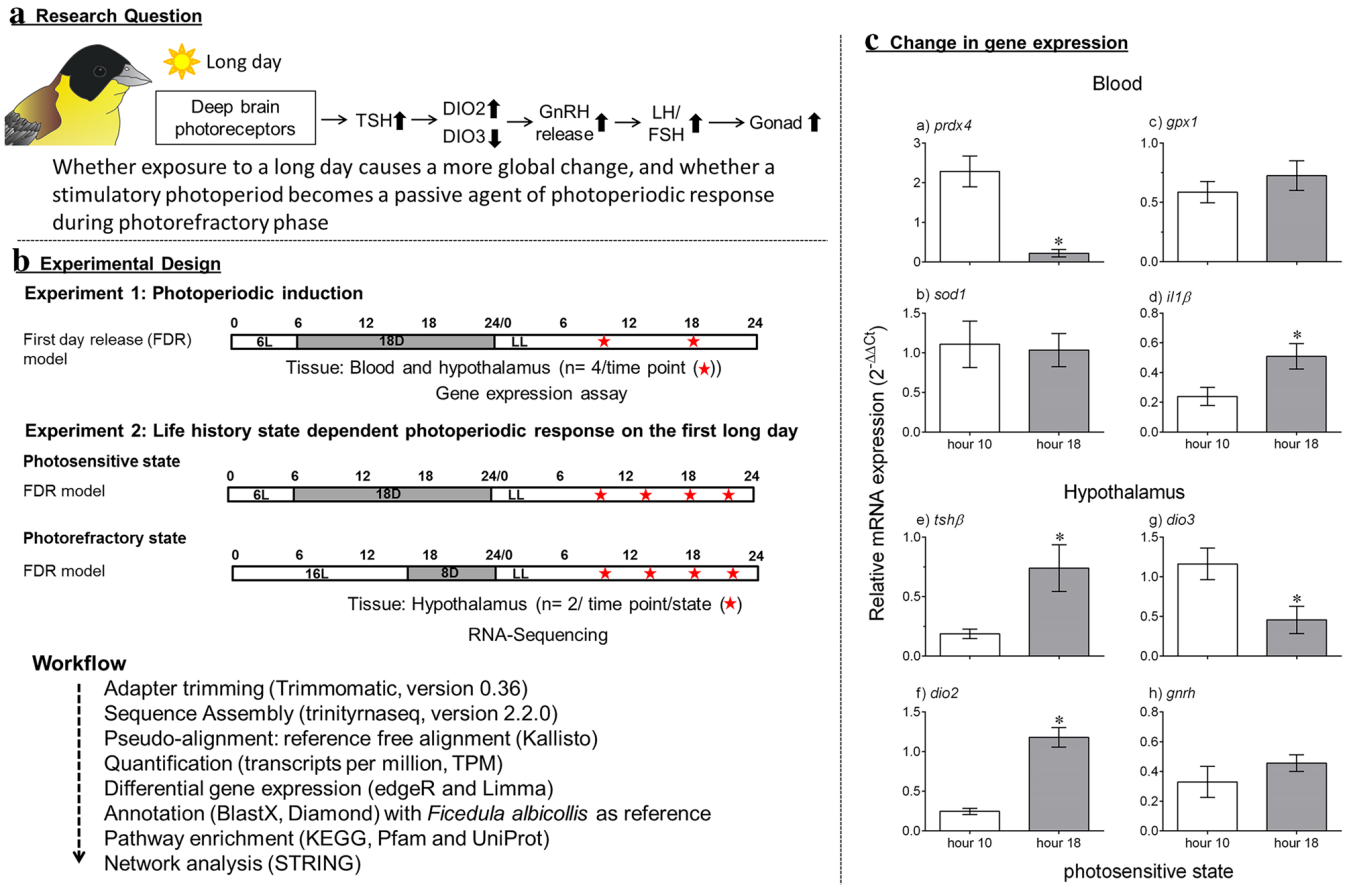
Left panel: (**a**) Research Question. (**b**) Shows the experiment design. In experiment 1, blackheaded buntings (*Emberiza melanocephala*; n = 8) were released from short photoperiods (6L:18D) into an extended light period, and sampled for blood and hypothalamus tissues at hours 10 and 18 (n = 4 per time point, hour 0 = light on) for gene expression assay to confirm the photoperiodic response. In experiment 2, photosensitive and photorefractory buntings (n = 8 each) maintained under 6L and 16L photoperiods, respectively, were released into an extended light period, and sampled for hypothalamus tissue at hours 10, 14, 18 and 22 (n = 2 per time point per group; hour 0 = light on) for RNA-Seq analysis. The sampling time points are indicated along the light period bars. A workflow for RNA-Seq analysis is also provided at the bottom. Right panel, (**c**) Mean (± SE, n = 4/time point) relative expression of genes in blood and hypothalamus of photosensitive blackheaded buntings at hours 10 and 18 on the first long day period (see above). a–d: Blood mRNA levels of *prdx4*, *sod1*, *gpx1* and *il1β* genes. e-h: Hypothalamic mRNA levels of thyroid hormone responsive genes involved in photoperiodic induction (*tshβ*, *dio2*, *dio3* and *gnrh*). An asterisk (*) on bar indicates a significant difference (Student’s unpaired t-test). For significance, alpha was set at 0.05.

The transition from non-migratory to the migratory state may require changes associated with immune defense responses to cope with possible immunological challenges that avian migrants might face during the migratory travel^22^. This might involve majorly changes in the innate immune response, which is not energetically as expensive as the antibody production; these responses can be assessed by changes in mRNA expression of the cytokines, for example, *il1β* gene-encoded interleukin 1β^23^.

Increased lipogenesis (body fattening and weight gain) and nocturnal activity (akin to the migratory flight) in the migratory state of otherwise day active migrant songbird, can lead to an increased production of the reactive oxygen and nitrogen species (RONS), and an augmented oxidative stress^24,25^. Hence, birds need to activate their defense mechanism(s) against the oxidative stress in order to maintain the RONS balance during the period of activation of physiological processes associated with migratory preparedness. This can be assessed in blood by the measurement of genes that code for various antioxidant enzymes, for example, the peroxiredoxin 4, superoxide dismutase 1 and glutathione peroxidase 1 enzymes. Whereas, the *prdx4*-encoded peroxiredoxin 4 scavenges the hydrogen peroxides and plays a crucial role in cellular response to the oxidative stress and intracellular transduction^26^; the *sod1*-encoded superoxide dismutase 1 dismutates superoxide radicals to oxygen and hydrogen peroxide^27^, and *gpx1*-encoded glutathione peroxidase 1 reduces the hydrogen and lipid peroxides^28^.

The question is: (i) whether the daily photoperiod, arguably the most important input from environment, induces a more global molecular changes rather than its widely investigated effects on the reproductive axis, and (ii) whether a long day is a passive agent of seasonal change during the photorefractory state (Fig. 1a). We addressed these, using the FDR model of photoperiodism (see above; Fig. 1b) in migratory blackheaded buntings, which exhibit photoperiodically controlled seasonal LHSs, and show a rapid photoperiodic LH response by hour 18 on the first long day^14,29–31^. First, we confirmed the photoperiodic response at the molecular level in central (hypothalamus) and peripheral (blood) tissues in photosensitive blackheaded buntings that were released from 6 h short photoperiod to extended light period up to hour 22 of the day. Then, we assessed differences in hypothalamic transcriptional response of buntings between physiological contrasting photosensitive and photorefractory seasonal LHSs. The photosensitive LHS was characterized by the non-migratory/non-breeding winter phenotype (no body fattening, normal body mass, small reproductively immature testes, daytime activity, and responsiveness to long days) in birds maintained under short days. Similarly, the photorefractory LHS was characterized by the post-migratory/post-breeding summer phenotype (no body fattening, lean body mass, regressed gonads and return to daytime activity, and loss of responsiveness to long days) following the growth-involution cycle under long days. These two photoperiodic states with almost similar phenotypes represented physiologically contrasting LHSs of the blackheaded bunting’s annual cycle^29–31^. For RNA-Seq, we collected hypothalamus samples from both photosensitive and photorefractory states at hours 10, 14, 18 and 22, covering important time points of the photoinducible phase (the part of daily cycle that is reponsive to the photoperiodic induction) to show time-course of photoperiodic response on the first long day^1,13,14,19,32^. The prediction was that transcriptome-wide changes would reveal seasonal differences in the dynamics of hypothalamic molecular pathways that are triggered as early as within few hours of the exposure to light period surpassing the threshold photoperiod for the induction of the photoperiodic response in a seasonal species.

## Results and discussion

### A single long day induces the photoperiodic molecular response

Figure 1c shows results from the experiment 1, as evidenced from the qPCR measurement of mRNA expression of genes of known biological functions in the blood and hypothalamus. Clearly, the exposure to extended light period induced a molecular response by hour 18 of the first long day, as shown by change in mRNA levels of candidate genes in both central (hypothalamus) peripheral (blood) tissues of photosensitive buntings. Blood mRNA levels of *peroxiredoxin 4* (*prdx4*) were significantly lower at hour 18 mimicking a long 18 h photoperiod than those at hour 10 mimicking a short 10 h photoperiod (*p* = 0.002, t = 5.18, n = 4/time point). Paradoxically, this indicated a reduced cellular response against oxidative stress in the otherwise photo stimulated birds on the first long day. We speculate that *prdx4* expression pattern would be inversed (i.e. increased *prdx4* mRNA levels) after several long days when birds show photoperiodically stimulated hyperphagia (increased food intake) and lipogenesis (fat accumulation). Intriguingly, however, blood mRNA levels of *gpx1* (*p* = 0.399, t = 0.91, n = 4/time point) and *sod1* (*p* = 0.845, t = 0.20, n = 4/time point) genes were not different between hours 10 and 18 (Student’s t-test, Fig. 1c(a–c)). Taken together differences in the expression pattern of these enzymes, we speculate differential activation of the enzymatic pathways that are probably involved in the oxidative cellular response when migratory birds are exposed to an acute change in their photoperiodic environment.

On the other hand, blood *il1β* mRNA levels were significantly higher at hour 18 than the hour 10 (*p* = 0.041, t = 2.58, n = 4/time point; Student’s t-test, Fig. 1c(d)). It is consistent with the known role of *il1β*-encoded interleukin 1β, as a crucial mediator of the inflammation and a marker of the innate immune system^22,23^. Increased *il1β* mRNA expression on the first long day is consistent with the idea of parallel photoperiodic induction of multiple biological processes, including those associated with the innate immune response, body fattening and gonadal maturation in migratory songbirds^28^; however, the possibility that an upregulated interleukin was an indicative a stress response cannot be excluded at this time.

Changes in hypothalamic gene expressions further confirm a rapid molecular response to the extended light period when it surpasses the threshold photoperiod, i.e. acts as the stimulatory long day. Reciprocal switching of genes involved in the thyroid hormone responsive pathway at hour 18 particularly evidences this. Hypothalamic mRNA levels of *tshβ* (*p* = 0.033, t = 2.75, n = 4/time point) and *dio2* (*p* = 0.0004, t = 7.14, n = 4/time point) genes were higher, and that of *dio3* gene expression was lower at hour 18 than the hour 10 (*p* = 0.036, t = 2.68, n = 4/time point). This is also in agreement with the rapid photoperiodic response found on the first long day in plasma LH secretion, and in hypothalamic expressions of Fos-immunoreactivity and thyroid hormone responsive genes in blackheaded buntings^14,33^ and other photoperiodic birds^15,17,19,32,34–38^. However, *gnrh* mRNA levels were not found significantly different between hours 10 and 18 of the first long day (*p* = 0.324, t = 1.07, n = 4/time point; Student’s t-test, Fig. 1c(e–h) indicating that hour 18 was probably too early a time for an upregulated *gnrh* expression on the first long day^37–39^.

### RNA-Seq reveals differences in time course of the photoperiodic response

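Hypothalamus RNA was sequenced from 15 blackheaded buntings with 1 library per bird. Each state had 2 birds at each of hours 10, 14, 18 and 22 of the extended light period, except the photorefractory state at hour 22, which had 1 bird. The authors trimmed the reads, assembled them into transcripts with Trinity, pseudoaligned them to 1 index of all time points with kallisto, and deposited the estimated count and the TPM of every transcript in each bird, without normalization between birds. Each library listed the same 552023 transcripts, which by their identifiers belonged to 317533 assembled genes, and 260905 of these genes had 1 transcript. The deposited tables do not pair the identifiers with gene names, so transcripts are given by identifier. The photosensitive birds had 6473672 ± 1194713 (SD, n = 2) pseudoaligned reads at hour 10, 5518765 ± 297015 at hour 14, 4941345 ± 185868 at hour 18 and 8736432 ± 943975 at hour 22. The photorefractory birds had 4984562 ± 959437 (SD, n = 2) at hour 10, 6343760 ± 1053815 at hour 14, 3308757 ± 187658 at hour 18, and 8951449 in the single bird at hour 22. Single libraries ranged from 3176062 to 9403923 reads, with a median of 5628882. The group means were 64.2% to 70.4% of the raw reads the paper gives in Table S2, and all values here use the pseudoaligned reads. A count of 0 in a library allows up to 3 counts, which was 0.319 CPM (counts scaled by library size) in the deepest library and 0.945 CPM in the shallowest, for counting error only. For the tests, estimated counts were rounded to whole numbers, which changed no library total by more than 0.0117%, and scaled by TMM factors.

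**Figure D1:**
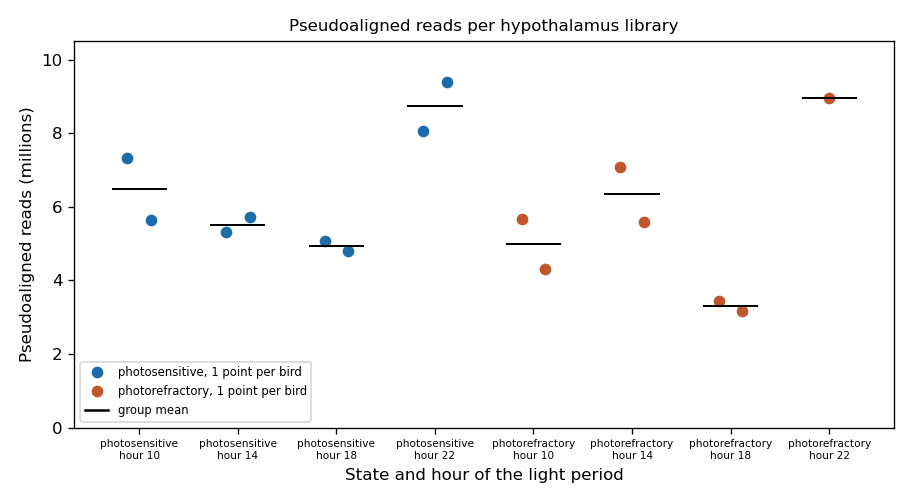
Pseudoaligned reads (vertical axis, in the unit of its label) for each hypothalamus library, by state and hour (horizontal axis). Each point is 1 bird and each line a group mean. The 3 libraries of hour 22 lie between 8068941 and 9403923 reads, and the 2 photorefractory libraries of hour 18 at 3441451 and 3176062.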

Table S2 summarizes the primary statistics used for RNA-Seq results. 

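Transcripts with an estimated count above 0 were counted in each bird. In the photosensitive state there were 200430.5 ± 11251 (SD, n = 2) at hour 10, 167328.5 ± 2750 at hour 14, 146967 ± 21964 at hour 18 and 224409.5 ± 8500 at hour 22. The photorefractory state had 140602.5 ± 3166 (SD, n = 2) at hour 10, 172329.5 ± 10411 at hour 14, 102799.5 ± 2881 at hour 18 and 230866 in the bird at hour 22. The mean was highest in the deepest group and lowest in the shallowest. With every library thinned at random to 3175700 counts, the total of the shallowest, the means lay between 96438.5 and 161729. The alternative that moved the number most was a count above 5, chosen after the data had been seen, with a median of 61408 over birds. Of the transcripts found in a group of 2 birds, 54.5% to 61.6% were found in 1 bird and had a count of 0 in the other. Pearson's r squared of log2(TPM + 1) between the 2 birds of a group, across transcripts found in either, was 0.381, 0.470, 0.442 and 0.391 in the photosensitive groups of hours 10, 14, 18 and 22. It was 0.476, 0.465 and 0.413 in the photorefractory groups of hours 10, 14 and 18. On TPM without logarithm, which moved the median over groups most of the alternatives set in advance, r squared ranged from 0.738 to 0.938. With a count of at least 5 in both birds it ranged from 0.848 to 0.895, and moved further than on TPM without logarithm in 3 of 7 groups. These are values across transcripts, which are not independent replicates. The counts of the 2 birds of a group differed by 13.8 to 20.9 times what counting error alone gives (chi-square per degree of freedom).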

Using only transcripts with non-zero abundance, we compared the time course of transcriptome-wide response in the hypothalamus both as the function of time (within photosensitive or photorefractory state) and LHS (photosensitive vs. photorefractory state; n = 2/time point/state except at hour 22 in photorefractory state which had n = 1 sample size). Further, to show a functional linkage of differentially expressed genes (DEGs), we performed STRING analysis that predicts the protein–protein interaction (see methods for details).

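The change of each transcript from hour 10 was computed in each state as a log2 fold change moderated by edgeR's prior count, over the 125793 transcripts with an estimated count of at least 5 in at least 2 of the 15 libraries. The states share no library, so their changes share no chance values. Pearson's r across transcripts between the photosensitive and the photorefractory change was -0.0389 (jackknife standard error over birds 0.0490) at hour 14, 0.0165 (0.0376) at hour 18 and 0.277 (0.0761) at hour 22. The changes had the same sign in both states for 43.0% of transcripts at hour 14, 46.6% at hour 18 and 60.1% at hour 22. This share moved with birds outside the change. Without bird 1 of photosensitive hour 18 it was 64.5% at hour 22, with r still at 0.277. The shares are therefore no measure of opposite responses. At hour 22 the single photorefractory bird could not be left out, so the error and the range given for that hour do not cover how far r rests on that bird. Refits that each left out 1 bird kept r between -0.0538 and -0.00194 at hour 14, between -0.00669 and 0.0332 at hour 18, and between 0.200 and 0.277 at hour 22. At hour 18 r was -0.00669 without bird 2 of photorefractory hour 10 and -5.5e-04 without bird 2 of photorefractory hour 18, so its sign rested on single birds. Between changes at different hours of the 2 states r ranged from -0.0751 to 0.106, over 6 pairs of hours. Counts summed over the transcripts of each assembled gene, an alternative chosen after the data had been seen, moved r most, to -0.114, 0.0463 and 0.617 at hours 14, 18 and 22. Transcripts are not independent replicates, so no p-value is given. Spread between birds lowers r even where responses are alike, and how far was not computed. A low r therefore does not count against like responses. The photorefractory change at hour 22 rests on 1 bird.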

Results on hypothalamic gene expressions suggest that buntings react to the acute photoperiodic change in photorefractory state almost as they do in the photosensitive state. However, the comparison of the overall RNASeq data from both states revealed LHS-dependent pattern in the time course of transcriptional response, with differences in the number and functions of DEGs and associated physiological pathways.

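Both states were compared in a model of all 15 libraries with hour as a term, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test took transcripts with an estimated count of at least 5 in at least 2 libraries. Between the states 0 transcripts had an adjusted p at or below 0.05, and the smallest adjusted p was 0.177. An unadjusted p under 0.05 was found for 7523 transcripts, where 5% of those tested is 6290. Over 40 splits of the libraries, counted after the result was seen, the median was 4743.5. Of these, 2 had as many as the real one, the real one included. DESeq2 called 355 transcripts, limma 0 on log2(TPM + 1) and 3 on log2(TPM + 0.1). The alternative that moved the count most was to drop the minimum on counts, which gave 1672 calls. Without the photorefractory bird of hour 22 there was 1 call. On simulated counts with 200 of 125770 transcripts changed by 3 or 5 on the log2 scale, the quasi-likelihood test called 104 of the changed transcripts and 1 other, DESeq2 160 and 131 others, and limma on log2(CPM + 1) 56 and 2 others. The simulated birds followed 1 trend of spread on abundance, so real transcripts whose birds differ beyond that trend are not covered. The changed transcripts were drawn from the more abundant ones, so recovery among the less abundant is not covered either.

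**Figure D2:**
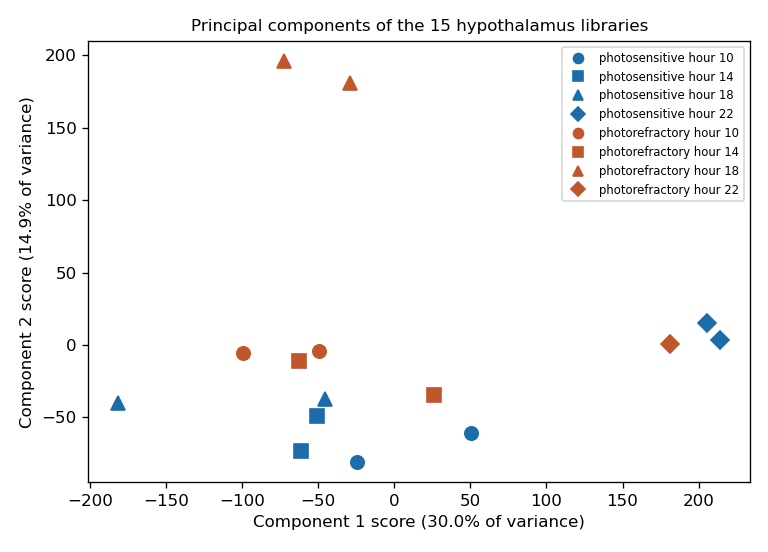
Scores of the 15 hypothalamus libraries on principal component 1 (horizontal axis, 30.0% of variance) and component 2 (vertical axis, 14.9%) of log2 CPM, with 1 point per bird, colour for state and shape for hour. The 3 libraries of hour 22 have the highest scores on component 1, and the 2 photorefractory libraries of hour 18 the highest on component 2.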

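The difference between the states in the change from hour 10 was tested as an interaction in a model of the 8 groups, with the same test. For hour 14, 0 transcripts passed the threshold by edgeR's quasi-likelihood test, with 5891 at an unadjusted p under 0.05. DESeq2 called 412 at hour 14, and limma called 37 with a pseudocount of 1 and 84 with 0.1. With 1 bird left out, the count at hour 14 was 1 without either bird of photosensitive hour 10, bird 2 of photorefractory hour 10 or bird 2 of photorefractory hour 14. For hour 18, 24 transcripts passed, of which 2 changed more upward and 22 more downward in the photorefractory state. By DESeq2 960 upward and 1614 downward were called, and by limma 119 upward and 240 downward with a pseudocount of 1 and 193 upward and 367 downward with 0.1. The hour 18 count depended on single birds, being 4 without either bird of photosensitive hour 14 or bird 2 of photosensitive hour 18, 5 without bird 1 of photosensitive hour 10, 6 without bird 1 of photorefractory hour 10, 7 without bird 2 of photosensitive hour 10, 12 without either bird of photosensitive hour 22, bird 2 of photorefractory hour 10 or either bird of photorefractory hour 14 and 54 without bird 1 of photosensitive hour 18. Its direction reversed without bird 1 of photosensitive hour 18, which left 1 bird in that group, and in no other refit. At hour 22, with 1 photorefractory bird, 8 transcripts passed, 3 upward and 5 downward. At that hour DESeq2 called 169 upward and 325 downward, but limma 85 upward and 45 downward with a pseudocount of 1 and 69 upward and 58 downward with 0.1, so the direction depended on the tool. The hour 22 count and its direction depended on single birds. Those of hours 14 and 18 do not enter this contrast, and act only through the spread and scaling shared by all libraries. No upward call was left without either bird of photosensitive hour 14. Without bird 1 of photosensitive hour 22 there were more calls, as many upward as downward. Of the upward transcripts of hour 18, TRINITY_DN85821_c0_g3_i8 had the smallest p (adjusted p = 0.00161 from edgeR's quasi-likelihood test). It had 368 and 282 CPM in the photorefractory birds of hour 18 and 0 and 0 CPM in those of hour 10. The photosensitive birds had 5.13 and 8.18 CPM at hour 18 and 9.02 and 12.3 CPM at hour 10. Of the downward transcripts, TRINITY_DN95777_c1_g1_i2 had the smallest p at hour 18 (adjusted p = 0.00421 from edgeR's quasi-likelihood test). It was at 0 and 0 CPM in the photorefractory birds of hour 18 and at 35.9 and 42.2 CPM in those of hour 10. In the photosensitive birds it was at 48.7 and 55.2 CPM at hour 18 and 14.4 and 19.6 CPM at hour 10. At hour 22 TRINITY_DN97794_c1_g2_i8 had the smallest p (adjusted p = 1.2e-04 from edgeR's quasi-likelihood test). It was at 0 CPM in the photorefractory bird of hour 22 and at 350.3 and 365 CPM in those of hour 10. In the photosensitive birds it had 197 and 186 CPM at hour 22 and 281 and 181 CPM at hour 10. Of the transcripts called, 14 of 24 at hour 18 and 8 of 8 at hour 22 belonged to assembled genes whose summed counts had an interaction under 2-fold.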

#### Within state differences in time course of transcriptional response

We examined the time course of response on the first long day, by comparing gene expressions at the hours 14, 18 and 22 of the extended light period that mimicked 14 h, 18 h and 22 h long photoperiods, respectively, with those at hour 10 that mimicked a 10 h short photoperiod.

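Each comparison with hour 10 took the libraries of the 2 groups alone, and transcripts with an estimated count of at least 5 in at least 2 of the 4 libraries. The biological coefficient of variation that edgeR estimated from the birds was 80.3% to 84.4% for transcripts in the 3 photosensitive comparisons, and 35.0% to 42.4% when counts were summed per assembled gene. To set the differences against the spread between birds, the 4 birds of each comparison were also split in the 2 other ways, which place 1 bird of each hour on each side, and edgeR's exact test was run on every split with Benjamini-Hochberg adjustment. At hour 14 the real split gave 500 calls and the others 315 and 397. The real split at hour 18 gave 417 calls against 129 and 266. At hour 22 it gave 1298 calls against 117 and 177, so the larger of the other splits reached 79.4%, 63.8% and 13.6% of the real count at the 3 hours. With 3 possible splits, chance alone gives the real split the most calls in 33.3% of comparisons, so these counts carry no p.

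**Figure D3:**
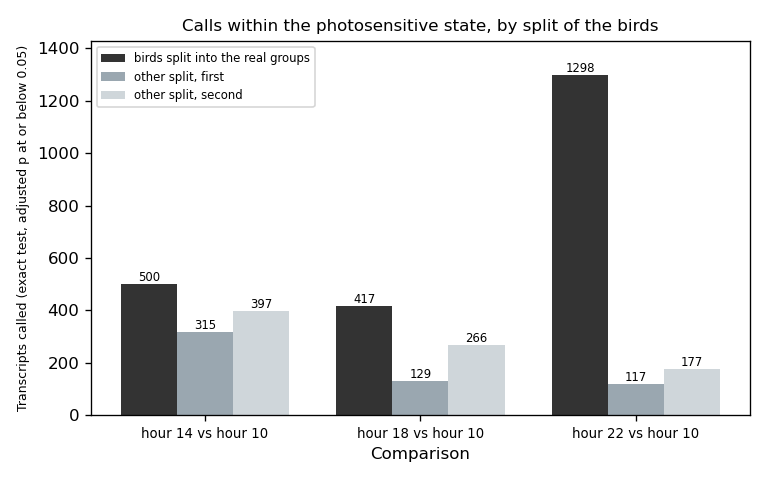
Transcripts called by edgeR's exact test at an adjusted p at or below 0.05 (vertical axis) in the 3 comparisons with hour 10 in the photosensitive state (horizontal axis). Dark bars stand for the birds split into the real hours and pale bars for the 2 other splits of the same birds. The real split has 1298 calls at hour 22, where the others have 117 and 177.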

##### Photosensitive state

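Hour 14 and hour 10 of the photosensitive state were compared over 72860 transcripts. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 transcripts had an adjusted p at or below 0.05, and the smallest adjusted p was 0.614. At an unadjusted p under 0.05 there were 4839 transcripts (6.64%, against a nominal 5%). With the birds split in the 2 other ways there were 3430 and 3718. edgeR's exact test called 251 transcripts higher and 249 lower at hour 14, DESeq2 called 1088 higher and 1076 lower, and limma called 0 on log2(TPM + 1) and 0 on log2(TPM + 0.1). Without the minimum on counts, the alternative that moved the quasi-likelihood count most, 2671 of 351634 transcripts were called. With counts summed per assembled gene, 1 of 49145 assembled genes was called, TRINITY_DN88976_c0_g1, which was higher at hour 14 and is named after its values were seen. The 2 birds of hour 14 both lay above or both below those of hour 10 in CPM for 37.8% of the transcripts, where chance gives 33.3%. With 1 bird left out the exact test called 170 without bird 2 of photosensitive hour 14 and 219 without bird 1 of photosensitive hour 14. On simulated counts for this comparison with 200 of 72850 transcripts changed by 3 or 5 on the log2 scale, the quasi-likelihood test called 65 of the changed transcripts (32.5%) and 3 others, the exact test called 36 and 0 others, and DESeq2 91 and 49 others. limma called 0 of the changed transcripts on log2(CPM + 1), and was not run on simulated TPM. These simulated counts hold no spread of single transcripts around the trend with abundance, which real birds have. In every simulation the changed transcripts were drawn from the more abundant ones, so recovery among the less abundant is not known.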

At hour 14, we found 10 differentially expressed genes (DEGs) with 4 upregulated and 6 downregulated genes (Figs. 2a, 3a, Table S3). Of the 10 DEGs, *atp6v1e1*, *atp6v1b2*, *uqcrc1* and *pgam1* genes enriched the oxidative phosphorylation, metabolic pathways, phagosome and mTOR signalling pathways (Table 1). The oxidative phosphorylation and metabolic pathways were upregulated at hour 10**,** while the phagosome and mTOR signalling pathways were enriched by two genes that were opposite in the expression trend: *atp6v1e1* was upregulated while *atp6v1b2* was downregulated at hour 14. The STRING analysis showed a significant interaction of *atp6v1e1* and *atp6v1b2* encoded proteins (ATP6V1E1 and ATP6V1B2). These proteins are the components of vacuolar ATPase enzyme that mediates the acidification of eukaryotic intracellular organelles necessary for protein sorting and zymogen activation. Further, at hour 14, *ttr* gene that codes for transthyretin (a preferential T3 binder) and *pomc* gene that codes for the proopiomelanocortin receptor had significantly lower expressions. Whereas, low *ttr* gene expression, as in photostimulated redheaded buntings^40^, might indicate a reduced trafficking of thyroid hormones via *ttr*-encoded transthyretins in the photosensitive state, the low *pomc* gene expression might suggest the removal of inhibitory effects of the opioids (e.g. β-endorphin, a *pomc*-encoded proopiomelanocortin product) on hypothalamic GnRH and, in turn, pituitary LH secretion^41,42^.

**Figure 2:**
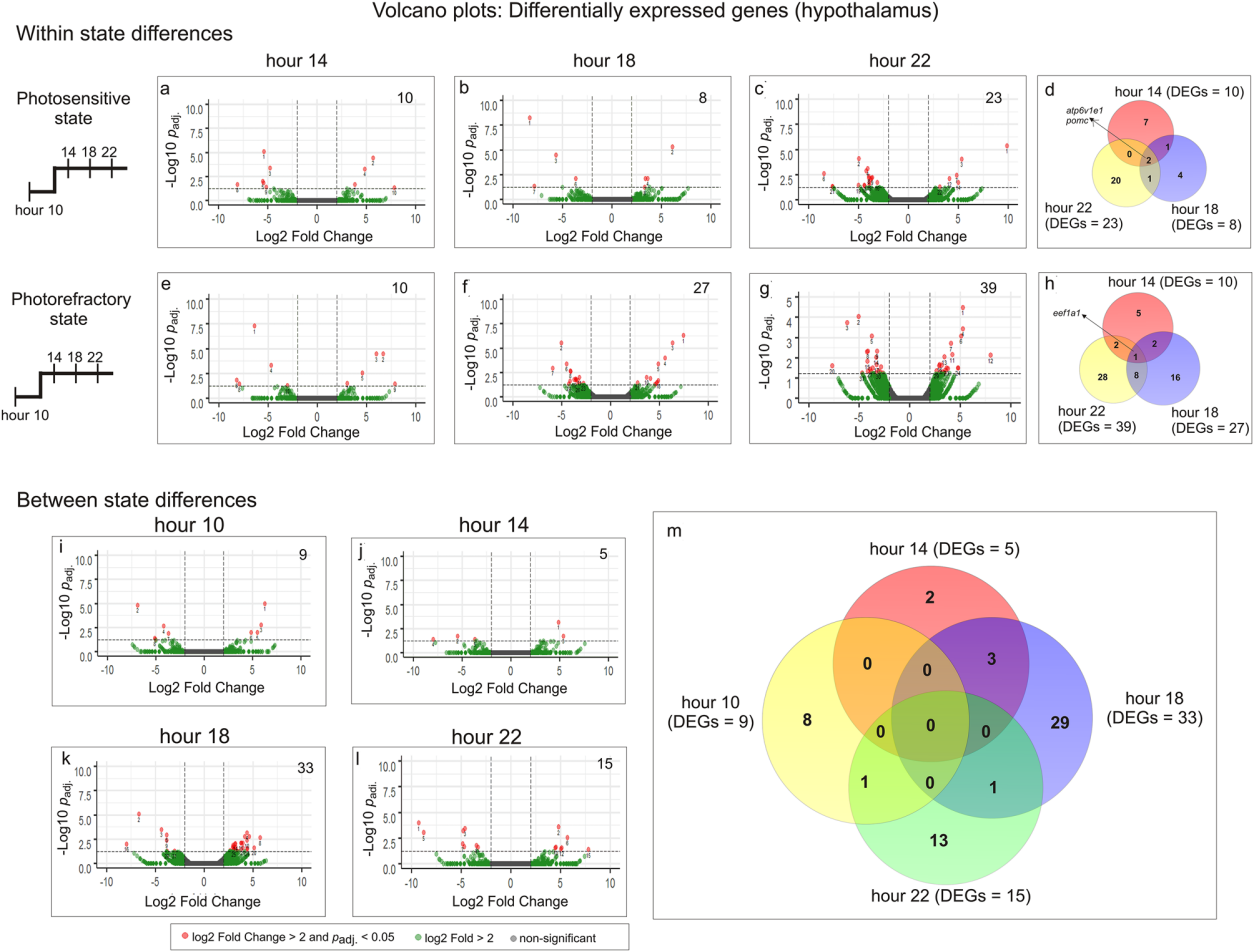
Top panel: Volcano plots showing results of differential gene expression analysis (− log10 padj. vs. log2 fold change values) in the hypothalamus within the photosensitive (**a**–**c**) and photorefractory states (**e**–**g**). The comparison protocol is shown on the left. In each state, the comparisons were done with respect to the hour 10 value (akin to short day control). Venn diagram shows common and unique DEGs in photosensitive (**d**) and photorefractory states (**h**). Bottom panel: Volcano plots showing results of differential gene expression analysis (− log10 padj. vs. log2 fold change values) between the photosensitive and photorefractory states. The pairwise comparisons were made at all the four time points (hours 10 (**i**), 14 (**j**), 18 (**k**) and 22 (**l**)). Venn diagram shows common and unique DEGs between states at hours 10, 14, 18 and 22 (**m**). Genes in a volcano plot with log2 fold change > 2 are marked by green colour, and those with log2 fold change > 2 and *p* value (*p*_adj._) < 0.05 are marked by the red dots.

**Figure 3:**
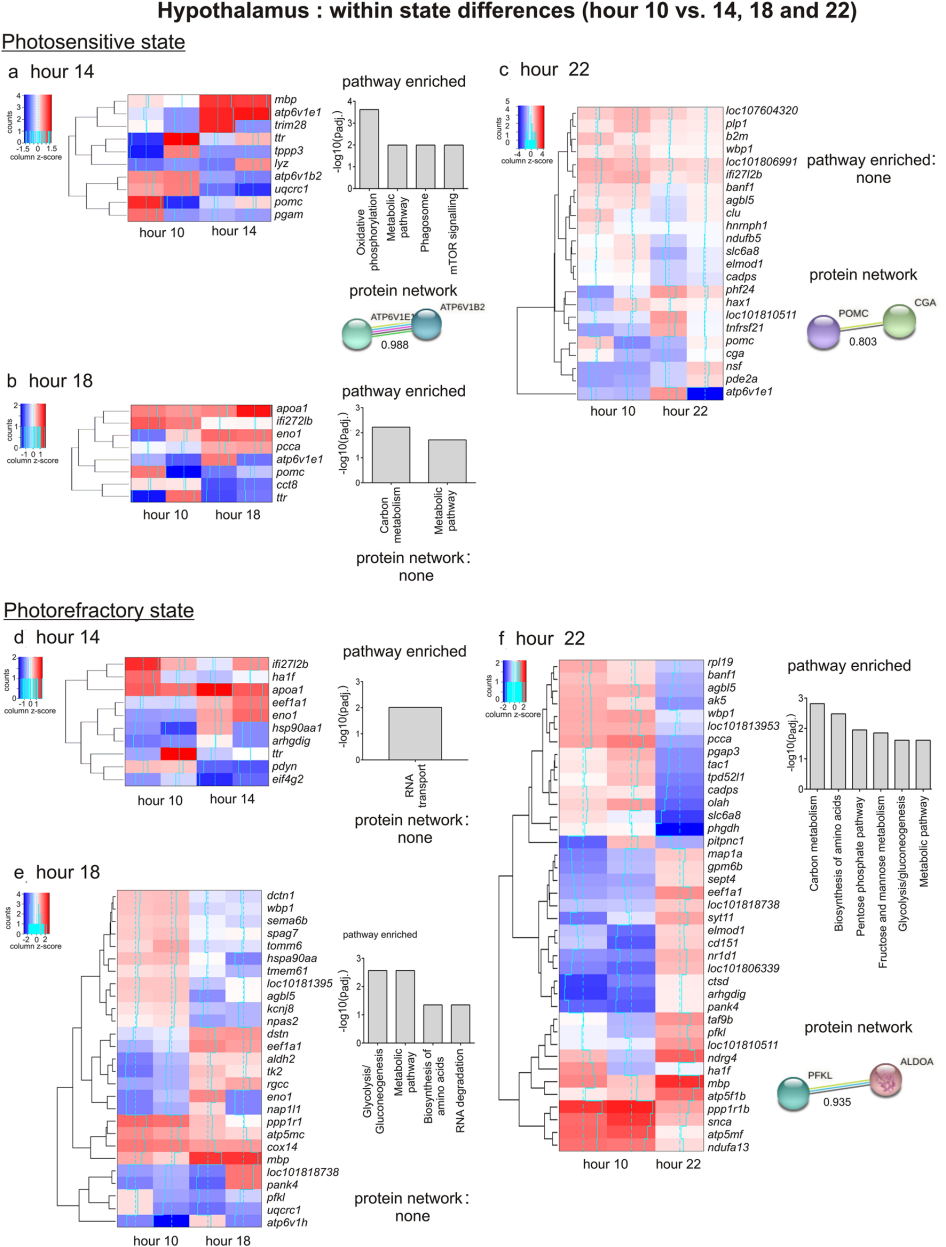
Heatmap of differentially expressed genes (DEGs) in the hypothalamus in each state (n = 2/time point/state except at hour 22 in photorefractory state where n = 1). DEGs (rows) were determined by comparing the expression value at hour 14, hour 18 or hour 22 with hour 10 value (column). Log-transformed values were normalized and plotted as z-scores (blue, minimum; red, maximum). A blue continuous line running through heatmap shows expression differences from mean value (dashed line). Genes with similar expression patterns have been clustered together. The right panel shows the results of significantly enriched pathways (*p*_adj._ < 0.05), and STRING DEG network analysis in which the nodes/circles represent gene-encoded proteins, while the edge/lines connecting circles represent the protein–protein interaction. The empty nodes represent proteins of an unknown 3D structure, while the filled nodes represent the known or a predicted 3D structure.

**Table 1:** Results of pathway enrichment of differentially expressed genes within and between state comparisons in the hypothalamus.

Category	Pathway#	Pathway description	Differentially expressed genes	P_adj_	Bias group
**A. Hypothalamus: within state comparison (*Photosensitive*: *hour 10 vs. hour 14*)**					
KEGG	fab00190	Oxidative phosphorylation	3	0.0002	Hour 10
KEGG	fab01100	Metabolic pathways	4	0.0102	Hour 10
KEGG	fab04145	Phagosome	2	0.0102	*–*
KEGG	fab04150	mTOR signaling pathway	2	0.0102	*–*
**(*Photosensitive*: *hour 10 vs. hour 18*)**					
KEGG	fab01200	Carbon metabolism	2	0.006	Hour 18
KEGG	fab01100	Metabolic pathways	3	0.019	Hour 18
**(*Photorefractory*: *hour 10 vs. hour 14*)**					
KEGG	fab03013	RNA transport	2	0.009	*–*
**(*Photorefractory*: *hour 10 vs. hour 18*)**					
KEGG	fab00010	Glycolysis/Gluconeogenesis	3	0.002	Hour 18
KEGG	fab01100	Metabolic pathways	8	0.002	Hour 18
KEGG	fab01230	Biosynthesis of amino acids	2	0.044	–
KEGG	fab03018	RNA degradation	2	0.044	–
**(*Photorefractory*: *hour 10 vs. hour 22*)**					
KEGG	fab01200	Carbon metabolism	4	0.001	–
KEGG	fab01230	Biosynthesis of amino acids	3	0.003	Hour 22
KEGG	fab00030	Pentose phosphate pathway	2	0.011	Hour 22
KEGG	fab00051	Fructose and mannose metabolism	2	0.014	Hour 22
KEGG	fab00010	Glycolysis/Gluconeogenesis	2	0.024	Hour 22
KEGG	fab01100	Metabolic pathways	7	0.024	Hour 10
**B. Hypothalamus: Between state comparisons (*hour 10*: *photosensitive vs. photorefractory*)**					
KEGG	fab00280	Valine, leucine and isoleucine degradation	2	0.009	Photosensitive
KEGG	fab01100	Metabolic pathways	4	0.027	Photosensitive
KEGG	fab04145	Phagosome	2	0.027	Photosensitive
**(*hour 22*: *photosensitive vs. photorefractory*)**					
UniProt	KW-0689	Ribosome	2	0.021	Photosensitive

The column on ‘bias group’ indicates the category with a higher number of upregulated genes.

The blanks (-) in ‘bias group’ column indicate that the number of up- and downregulated genes in that pathway were equal.

Likewise, there were 8 DEGs with 4 upregulated and 4 downregulated genes at hour 18 (Figs. 2b, 3b, Table S3), of which *pcca*, *eno1* and *atp6v1e1* genes enriched the upregulated carbon metabolism and other metabolic pathways (Table 1). 

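The libraries of hours 18 and 10 in the photosensitive state gave 69081 transcripts to test. None reached an adjusted p of 0.05 by edgeR's quasi-likelihood test (0 calls, smallest adjusted p 0.533 after Benjamini-Hochberg adjustment), and 5145 had an unadjusted p under 0.05 (7.45%). The exact test called 169 higher and 248 lower at hour 18, and 8 higher and 5 lower with the minimum of 5 in 1 more library, a filter chosen after the data had been seen. DESeq2 called 962 higher and 1280 lower, and limma called 0 with either pseudocount. Summed per assembled gene, the counts gave 0 calls among 47579 genes by the quasi-likelihood test, with 4522 at an unadjusted p under 0.05. For 42.0% of the transcripts the birds of the 2 hours did not overlap in CPM, above the 33.3% of chance. Of the exact test's calls, 353 (84.7%) had a count of 0 in both birds of 1 hour. With 1 bird left out the exact test called 104 without bird 1 of photosensitive hour 10, 121 without bird 2 of photosensitive hour 10 and 272 without bird 2 of photosensitive hour 18.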

Besides, both *ttr* and *pomc* genes were downregulated, while *apoA-1* gene coding for apolipoprotein-A1 was upregulated in expression at the hour 18. An increased *apoa1* gene expression probably indicated the activation of the cholesterol metabolism pathway, as *apoa1*-encoded apolipoprotein-A1 is a major cholesterol transporter protein in both central and peripheral tissues, and regulates energy homeostasis^43^. Increased brain *apoa1* gene expression has been linked also with the photostimulated development migratory phenotype in migratory northern wheatears, *Oenanthe oenanthe*^44^.

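Between hours 22 and 10 of the photosensitive state, 0 of 88217 transcripts passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest adjusted p was 0.187. This comparison had 14217 transcripts with an unadjusted p under 0.05, or 16.1% of those tested. By the exact test 684 were higher and 614 lower at hour 22, and by DESeq2 4646 and 4443. On rounded TPM the exact test called 407 higher and 933 lower, and 56 higher and 93 lower on counts with the minimum of 5 in 1 more library, chosen after the data had been seen, so the balance of directions depended on scaling and filter. limma called 0 with a pseudocount of 1 and 0 with 0.1. A fit of all 15 libraries, which shares 1 estimate of spread, called 2 transcripts higher and 51 lower. On assembled genes the quasi-likelihood test on the 4 libraries called 37 higher and 38 lower of 57968. The fit of all 15 on assembled genes, chosen after the data had been seen, called 822 higher and 1458 lower. On assembled genes too, the balance of directions therefore depended on the fit. The birds of the 2 hours were apart in CPM for 50.5% of the transcripts. The exact test with 1 bird left out called 331 without bird 2 of photosensitive hour 22, 368 without bird 1 of photosensitive hour 22 and 790 without bird 1 of photosensitive hour 10. The hour 22 libraries were deeper than those of hour 10, and with all libraries thinned to the same total 8785 of 58227 transcripts had an unadjusted p under 0.05 and 0 passed the adjusted threshold.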

At hour 22, we found 23 DEGs with 6 upregulated and 17 downregulated genes (Figs. 2c, 3c, Table S3), although these did not enrich a functional pathway. Downregulated *cga* and *pomc* genes seem to be the part of a protein network, as revealed by STRING analysis showing the network interaction of *cga* and *pomc* encoded proteins (CGA and POMC). It may be recalled that *cga* is alpha subunit of *tsh* gene (*tshα*) couples with its beta subunit (*tshβ*) and forms the thyroid stimulating hormone in pars tuberalis, which is part of the local thyroid hormone pathway that mediates the induction of a photoperiodic response^19,20,32^.

The *atp6v1e1* and *pomc* genes were differentially expressed at hours 14, 18 and 22 during the extended 22 h of the light period (Fig. 2d, Table S4). 

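Transcripts called with the same sign at hours 14, 18 and 22 were counted in the photosensitive state. By the quasi-likelihood test the count was 0, since it called none at these hours, by the exact test 31 and by DESeq2 179. Without the minimum on counts the quasi-likelihood test gave 333. The 3 comparisons share the hour 10 libraries and therefore their chance values. In 12 simulated sets of unchanged groups against shared hour 10 libraries, the exact test made a mean of 0.0833 calls at hour 18 and 0 at hours 14 and 22. That is too few for any to be shared, and the simulated birds followed 1 trend of spread on abundance, so how many shared calls chance gives in real birds is not known.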

Whereas, as compared to their expressions at hour 10 mimicking a short day, *atp6v1e1* gene was upregulated, the *pomc* gene was downregulated in expression at all these three time points although they all mimicked a stimulatory long day (Figs. 2d; 3a–c).

##### Photorefractory state

There were transcriptional changes across the second half of the day, as indicated by the comparison of gene expression patterns at hours 14, 18 and 22 (long day), with that at hour 10 (short day). 

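In the photorefractory state the biological coefficient of variation between birds was 78.4% to 89.5% for transcripts over the 3 comparisons with hour 10. At hour 14 edgeR's exact test called 428 transcripts with the birds split by hour, and 496 and 295 with the birds split in the 2 other ways, so 1 of the other splits gave more calls than the real one. For hour 18 the calls were 917 with the real split and 144 and 140 with the others. At hour 22 a single bird stood against the 2 birds of hour 10, and its spread was taken to be that of the hour 10 birds. The test called 385 transcripts with the hour 22 bird set apart, and 53 and 15 with 1 of the hour 10 birds set apart. By the quasi-likelihood test, 1 of those other splits gave 491 calls and the other 0.

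**Figure D4:**
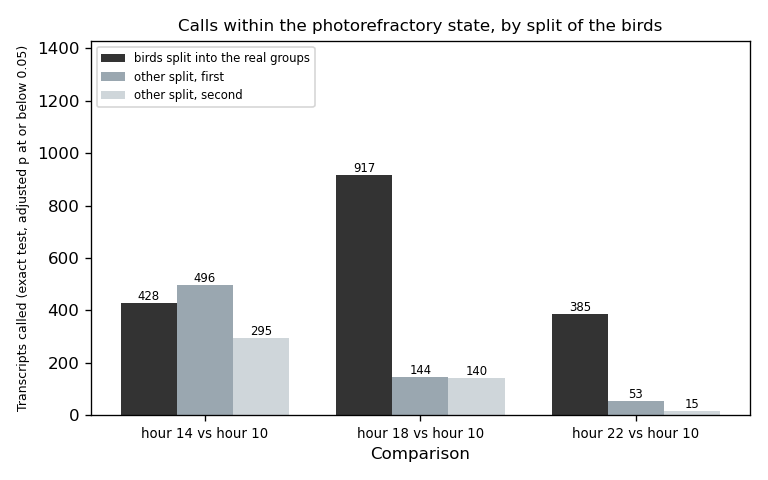
Transcripts called by edgeR's exact test at an adjusted p at or below 0.05 (vertical axis) in the 3 comparisons with hour 10 in the photorefractory state (horizontal axis). Dark bars stand for the birds split into the real hours and pale bars for the 2 other splits. The real split has 917 calls at hour 18 and 428 at hour 14, where another split has 496.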

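In photorefractory birds, hours 14 and 10 were compared over 63529 transcripts, of which 0 passed edgeR's quasi-likelihood test (smallest adjusted p 0.717, Benjamini-Hochberg). The number at an unadjusted p under 0.05 was 3492, or 5.50%, close to a nominal 5%. With the birds split in the 2 other ways it was 3871 and 2882. Birds of the 2 hours did not overlap for 33.4% of the transcripts, and chance gives 33.3%. Calls by the exact test were 228 higher and 200 lower at hour 14 (9 higher and 14 lower under the stricter filter chosen after the data had been seen), and by DESeq2 780 higher and 698 lower. For the exact test the count with 1 bird left out was 237 without bird 2 of photorefractory hour 14 and 256 without bird 1 of photorefractory hour 14. limma gave 0 calls with either pseudocount. Among 43471 assembled genes the quasi-likelihood test called 1, TRINITY_DN85045_c0_g3, which was lower at hour 14 and is named after its values were seen.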

At hour 14, for example, we found 10 DEGs with 5 each having upregulated and downregulated expressions (Figs. 2e, 3d, Table S3). Differentially expressed *eif4g2* and *eef1a1* genes significantly enriched the “RNA transport” pathway, suggesting a translational effect of the light exposure at hour 14. Consistent with an upregulated translation activity at hour 14, the expressions of *eif4g2* and *eef1a1* genes were downregulated and upregulated, respectively (Fig. 3d, Table 1). Whereas *eef1a1* is a translational elongation factor gene, *eif4g2* gene acts as a general repressor of the translation; hence both these genes possibly interact and regulate translational processes following the photoperiodic induction of a response.

Likewise, there were a total of 27 DEGs with 11 upregulated and 16 downregulated genes at hour 18, Figs. 2f, 3e, Table S3), of which 8 DEGs enriched 4 functional pathways, namely the glycolysis/gluconeogenesis, metabolism, biosynthesis of amino acids and RNA degradation pathways (Fig. 3e, Table 1). In particular, we found an upregulated expression of genes associated with glycolysis/gluconeogenesis and metabolic pathways. 

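For hours 18 and 10 of the photorefractory state 51760 transcripts could be tested, the hour 18 libraries being the shallowest. The quasi-likelihood test of edgeR called 0, with a smallest adjusted p of 0.304 after Benjamini-Hochberg adjustment and 6332 transcripts (12.2%) at an unadjusted p under 0.05. The exact test called 358 higher and 559 lower, and DESeq2 1544 higher and 2207 lower. limma called 0 on log2(TPM + 1) and 903 on log2(TPM + 0.1), 280 higher and 623 lower, so its count changed with the pseudocount. When counts were summed per assembled gene the quasi-likelihood test called 71 higher and 357 lower of 36812 genes. With all 15 libraries in 1 fit, 9 transcripts were higher and 83 lower. Leaving out 1 bird gave, by the exact test, 304 without bird 1 of photorefractory hour 10 and 313 without bird 2 of photorefractory hour 10. The birds of the 2 hours were apart for 45.7% of the transcripts.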

Further, the upregulated *eno1* gene and downregulated *pfkl* gene enriched the amino acids biosynthesis and RNA degradation pathways. Differentially expressed *npas2* gene could be indicative of differences in in the circadian timing mechanism, although it remains purely speculative in the absence of differential expression of other circadian genes in the current study.

Similarly, at hour 22, we found 39 DEGs with 19 upregulated and 20 downregulated genes (Figs. 2g, 3f, Table S3). 

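The photorefractory comparison of hours 22 and 10 has 1 bird at hour 22, so the difference has no replicate check at that hour. Over 111489 transcripts with an estimated count of at least 5 in at least 1 of the 3 libraries, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0 calls, a smallest adjusted p of 0.263, and 9213 transcripts (8.26%) at an unadjusted p under 0.05. The exact test gave 275 higher and 110 lower, but 50 higher and 268 lower when 1 more library had to reach the minimum of 5, a filter chosen after the data had been seen. By DESeq2 1558 were higher and 3836 lower. limma gave 17885 calls on log2(TPM + 1), 16778 higher and 1107 lower. On log2(TPM + 0.1) it gave 23654, 22018 higher and 1636 lower. Most calls were thus higher by limma and lower by DESeq2, so the predominant direction depended on the tool and, within the exact test, on the filter. The hour 22 bird lay outside the range of the hour 10 birds for 74.8% of the transcripts. Chance gives 66.7% only where no values tie, and less where birds tie at 0, so there is no exact baseline. Of 66152 assembled genes 3040 were called higher and 4674 lower by the quasi-likelihood test on the 3 libraries, but 152 and 280 in the fit of all 15, a fit chosen after the data had been seen. On simulated counts for this comparison the quasi-likelihood test called 29 of 200 changed transcripts among 109674, with 0 others, and DESeq2 42 with 33 others and limma on log2(CPM + 1) 0, again with no spread around the trend.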

Here, 7 DEGs enriched six pathways of which genes including the biosynthesis of amino acids, pentose phosphate pathway, fructose and mannose metabolism, and glycolysis/gluconeogenesis were highly expressed at hour 22. At the same time, genes that enriched the metabolic pathway were lower in expression at hour 22 than the hour 10. The STRING analysis showed an interaction of *pfkl* and *aldoa* encoded glycolytic enzyme proteins (Fig. 3f)*.*

The *eef1a1* gene was also found to have an upregulated expression at all three timepoints (hours 14, 18 and 22), compared to the hour 10 of the first long day (Fig. 2h, Table S4). This though suggests daily changes in the translational processes in photorefractory birds, although these were probably were not as robust as found in photosensitive birds in which there was also concurrent downregulated expression of the *eif4g2* gene, a general repressor of the translation.

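In the photorefractory state, calls with the same sign at all of hours 14, 18 and 22 numbered 0 by the quasi-likelihood test, which called none at any of these hours, 19 by the exact test and 142 by DESeq2. The quasi-likelihood test without the minimum on counts gave 378. How many shared calls chance gives here is not known, because simulated unchanged groups, with 1 trend of spread on abundance, gave the exact test a mean of 0 calls at each hour. The files do not show whether a transcript of the gene named by the paper is among these calls.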

#### LHS-dependent time course of transcriptional response

Differences in the transcriptome-wide response between physiologically contrasting photosensitive and photorefractory states suggest that the time course of transcriptional activation of molecular processes differed between seasonal LHSs comprising annual cycle of migratory buntings. This is shown by differential gene expressions between two states at four times of the day that we have examined and compared in the current study. 

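For the states at 1 hour, the biological coefficient of variation between birds was 78.3% to 93.3% for transcripts and 29.7% to 39.3% for assembled genes. Split by state, the 4 birds of hour 10 gave 443 transcripts called by edgeR's exact test, and 386 and 244 when split in the other ways. The birds of hour 14 gave 676 against 308 and 317. For hour 18 the split by state gave 835 calls, 7.73 times the larger of the others (108 and 44). At hour 22, with 1 photorefractory and 2 photosensitive birds, the split by state gave 287 calls, fewer than either other split (336 and 320). From differences in DEGs at the 4 hours, the paper proposes that the time course of transcriptional activation differed between the life history states.

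**Figure D5:**
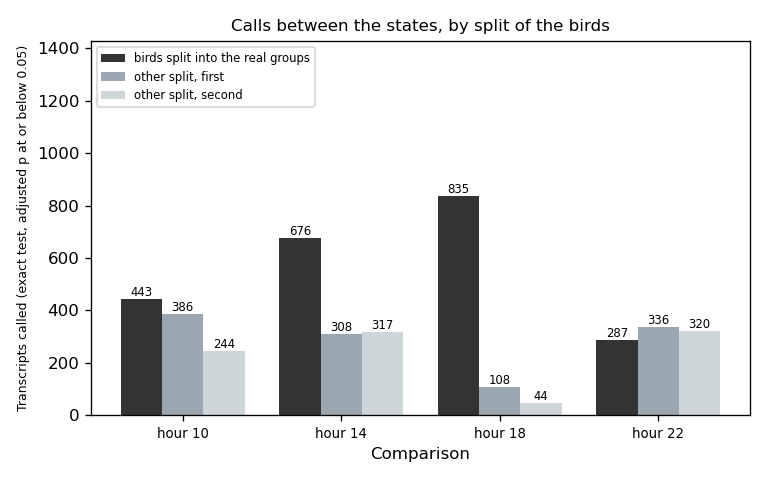
Transcripts called by edgeR's exact test at an adjusted p at or below 0.05 (vertical axis) between the photorefractory and photosensitive states at each hour (horizontal axis). Dark bars stand for the birds split by state and pale bars for the 2 other splits of the same birds. The split by state has 835 calls at hour 18 and, at hour 22, 287 calls against 336 and 320.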

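At hour 10 the states were compared over 68023 transcripts from 2 birds each. By edgeR's quasi-likelihood test (Benjamini-Hochberg) 0 were called, the smallest adjusted p was 0.520, and 5079 had an unadjusted p under 0.05. The exact test called 188 transcripts higher and 255 lower in the photorefractory state, but 26 higher and 9 lower with the minimum of 5 in 1 more library, chosen after the data had been seen. DESeq2 called 947 higher and 1159 lower, and limma called 0 with either pseudocount. In the fit of all 15 libraries 1 transcript was called, TRINITY_DN85821_c0_g3_i8, which had no counts in the photorefractory birds of hour 10. It is named after its values were seen. Of 46754 assembled genes, 0 were called by the quasi-likelihood test, with 4209 at an unadjusted p under 0.05. Without single birds the exact test called 233 without bird 2 of photorefractory hour 10, 247 without bird 1 of photorefractory hour 10 and 255 without bird 2 of photosensitive hour 10. The birds of the 2 states did not overlap in CPM for 39.2% of the transcripts.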

To begin with, at hour 10, we found 9 DEGs with 4 upregulated and 5 downregulated genes in photorefractory, compared to the photosensitive state (Figs. 2i, 4a; Table S3). Five DEGs enriched three functional pathways (valine, leucine and isoleucine degradation, metabolic, and phagosome pathways) that were upregulated in the photosensitive state (Fig. 4a, Table 1). The amino acids valine, leucine and isoleucine are involved in the biosynthesis of glutamate, which as a major excitatory neurotransmitter is involved in transmission of the photoperiodic information, and serves as a precursor molecule for the biosynthesis of largely inhibitory gamma aminobutyric acid (GABA) neurotransmitter^45^. The upregulated expression of genes associated with these pathways suggested an enhanced neural activity in photosensitive birds in response to their exposure to a stimulatory long light period. This is consistent with evidences for increased neural activity and neurogenesis in the hippocampus and nidopallium caudolaterale brain regions of photostimulated migratory white crowned sparrows, *Zonotrichia leucophrys*^46^ and reed warblers, *Acrocephalus scirpaceus*^47^). An increased neuronal activity, as shown by Fos-like immunoreactivity, has also been found in the mediobasal hypothalamus brain region of Japanese quails^17,34^ and blackheaded buntings^33^ in response to the first long day.

**Figure 4:**
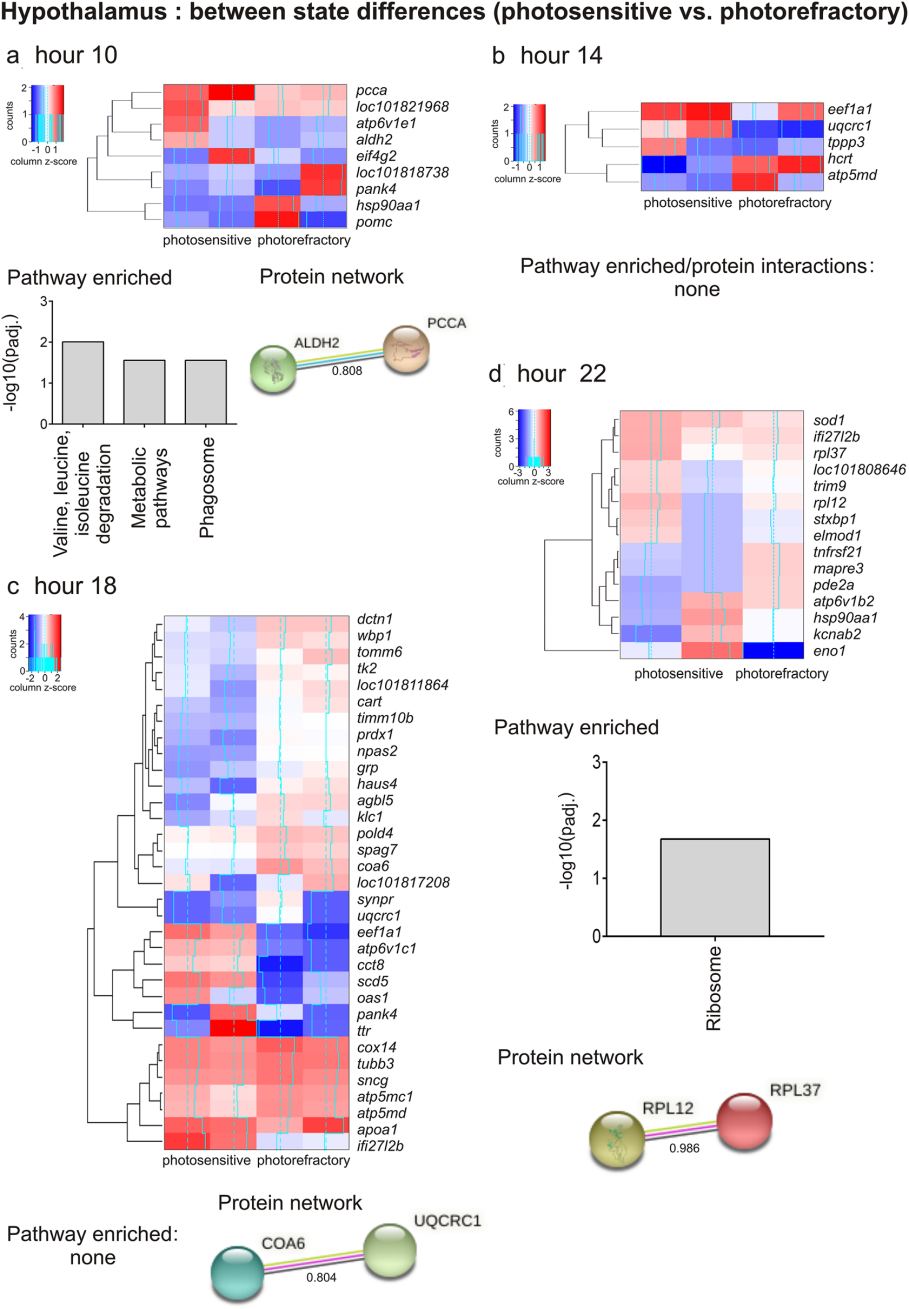
Heatmap of differentially expressed genes (DEGs) in the hypothalamus of bunting exhibiting photosensitive and photorefractory states (rows) at hours 10 (**a**), hour 14 (**b**) and hour 18 (**c**) and hour 22 (column) (**d**) (n = 2/time point/state except at hour 22 in the photorefractory state in which n = 1). Log-transformed values were normalized and plotted as z-scores (blue, minimum; red, maximum). A blue continuous line running through the heatmap shows expression differences from mean value (dashed line). Genes with similar expression patterns have been clustered together. Underneath each heatmap, the results of significantly enriched pathways (*p*_adj._ < 0.05), and STRING DEG network analysis in which the nodes/circles represent gene-encoded proteins, while the edge/lines connecting circles represent the protein–protein interactions. The empty nodes represent proteins of an unknown 3D structure, while the filled nodes represent the known or a predicted 3D structure.

At hour 14, we found 5 DEGs with 2 upregulated and 3 downregulated genes in photorefractory, compared to the photosensitive state, although these DEGs did not significantly enrich a particular functional pathway (Figs. 2j, 4b, Table S3). 

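The test of the states at hour 14 covered 68693 transcripts and gave 0 calls by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (smallest adjusted p 0.569). An unadjusted p under 0.05 was reached by 4928. In the photorefractory state the exact test called 330 transcripts higher and 346 lower, and DESeq2 492 higher and 468 lower, the smallest DESeq2 count of the 10 comparisons, while limma called 0 with either pseudocount. Summed per assembled gene, 4 of 46424 genes were called. TRINITY_DN73935_c0_g1 and TRINITY_DN96356_c20_g5 were higher and TRINITY_DN77934_c0_g1 and TRINITY_DN99954_c4_g6 lower in the photorefractory state, and these are named after their values were seen. With single birds left out the exact test called 355 without bird 1 of photosensitive hour 14, 356 without bird 2 of photosensitive hour 14 and 439 without bird 2 of photorefractory hour 14. The birds of the states did not overlap in CPM for 38.6% of the transcripts.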

Intriguingly, we also found a significantly upregulated expression of orexin precursor *hcrt* gene in the photorefractory state, which probably indicates an association of *hcrt* expression with LHS-dependent differences in sleep–wake pattern in buntings as they were exposed for many weeks to the 16 h long photoperiod. It is reported that *hcrt*-encoded hypocretin produced by lateral hypothalamus is essential for the arousal stability^48^, and activated hypocretin-producing neurons by direct photostimulation have been found associated with transition from sleep to awake state in mice^49^.

Similarly, at hour 18, 33 DEGs with 25 upregulated and 8 downregulated genes in photorefractory, compared to the photosensitive state, did not enrich a functional pathway (Figs. 2k, 4c, Table S3). 

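At hour 18 the comparison of the states took 51970 transcripts. The quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment called 0 of them, the smallest adjusted p being 0.281, and 6863 had an unadjusted p under 0.05. By the exact test 324 were higher and 511 lower in the photorefractory state, by DESeq2 1868 and 2482, and by limma 0 with either pseudocount. All 15 libraries in 1 fit gave 26 higher and 98 lower. Among assembled genes 17 were higher and 42 lower of 37300 by the quasi-likelihood test on the 4 libraries. Leaving out single birds gave 283 without bird 2 of photosensitive hour 18, 331 without bird 1 of photorefractory hour 18 and 363 without bird 2 of photorefractory hour 18 by the exact test. The states did not overlap for 49.5% of the transcripts. The photorefractory libraries of this hour also had the shortest mean fragments, 231 and 209 nt by kallisto's effective lengths, where the other 13 libraries had 242 to 263 nt.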

Particularly, we found an upregulated *ttr*, and downregulated *cart* (coding for cocaine- and amphetamine-regulated transcript) and *grp* (coding for gastrin releasing peptide) expressions in photosensitive, compared to photorefractory birds, consistent with photoperiodic initiation of physiological processes. Whereas increased *ttr* gene expression might indicate enhanced activity of the photostimulated thyroid hormone responsive pathway, the decreased *cart* and *grp* gene expressions probably suggest the activation of processes associated with the hyperphagia and consequently the body fattening and weight gain in photosensitive birds exposed to stimulatory long days^50–52^. Further, there seems to be changes in genes associated with metabolic processes, as suggested by downregulated expression of *coa6* and *uqcrc1* genes in the photosensitive state. These genes are part of the respiratory chain complexes, and seem to interact as suggested from significant interaction of proteins that they encode for (Fig. 4c; STRING analysis).

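At hour 22 the comparison set 1 photorefractory bird against 2 photosensitive birds, without a replicate in the photorefractory state. Of 137122 transcripts, 0 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the smallest adjusted p was 0.401, and 7372 had an unadjusted p under 0.05. The exact test called 237 higher and 50 lower in the photorefractory bird. With the minimum of 5 in 1 more library, chosen after the data had been seen, it called 24 higher and 151 lower, so its direction reversed with the filter. DESeq2 called 838 higher and 1634 lower. limma called 0 with either pseudocount. The fit of all 15 libraries called 4 higher and 7 lower. Summed per assembled gene, the 3 libraries gave 453 genes higher and 351 lower of 77521. On assembled genes the fit of all 15, chosen after the data had been seen, gave 0 calls by edgeR's quasi-likelihood test, with 1718 at an unadjusted p under 0.05. The photorefractory bird lay outside the range of the 2 others for 61.8% of the transcripts. Chance gives 66.7% only where no values tie, and less where birds tie at 0. The 61.8% can therefore not be called below chance.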

At hour 22, we found 15 DEGs with 7 upregulated and 8 downregulated genes in photorefractory, as compared to the photosensitive state (Figs. 2l, 4d, Table S3). Of these DEGs, *rpl12* and *rpl37* genes that significantly enrich the ribosome pathway (Fig. 4d, Table 1) were upregulated in the photosensitive, as compared to expression in the photorefractory state (Table 1). This suggests the initiation of translational processes later in the night (hour 22) when birds were exposed to light. At this time, an upregulated *sod1* expression also suggests the activation of oxidative stress pathways pathway in photosensitive birds, as has been reported recently in photostimulated redheaded buntings^28^. 

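Transcripts called with the same sign between the states at each of hours 10, 14, 18 and 22 numbered 0 by the quasi-likelihood test, which called none at any hour, and 0 by the exact test. DESeq2 gave 1, TRINITY_DN99689_c0_g1_i2, lower in the photorefractory state at all 4 hours and named after its values were seen. Without the minimum on counts the quasi-likelihood test gave 13. The 4 comparisons share no library.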

We did not find a common gene that was differentially expressed at all the four time points between the photosensitive and photorefractory states (Fig. 2m; Table S4).

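The 11 libraries of hours 14, 18 and 22 were compared with the 4 of hour 10 over both states, with state as a term in edgeR's quasi-likelihood test. Among the transcripts tested 1 was called, TRINITY_DN99863_c3_g1_i10. An unadjusted p under 0.05 was found for 6098, where 5% of those tested is 6290. Over 40 splits of the libraries, the real one included, the median was 5591, and 16 had as many as the real one. The transcript called was lower at the later hours (adjusted p = 8.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 8.31 and 15.1 CPM in the photosensitive and 22.6 and 7.87 CPM in the photorefractory birds of hour 10. At the later hours it was at 0.314 CPM in 1 photorefractory bird of hour 18 and at 0 in the 10 other birds. With 1 bird left out the count was 0 without bird 1 of photorefractory hour 18 and 2 without bird 1 of photorefractory hour 10. DESeq2 called 182 higher and 26 lower, and limma called 4 on log2(TPM + 1) and 5 on log2(TPM + 0.1), with this transcript among both. Summed per assembled gene, the counts gave 0 calls by the quasi-likelihood test.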

The exposure to a single long day activated a series of hypothalamic molecular pathways that are crucial for the initiation and maintenance of key biological processes during a seasonal LHS. We interpret that within and between state differences in the time course of transcriptional responses were due to differential light-sensitivity of the underlying circadian photoperiod-responsive rhythm, which is shown to be involved in regulation of the lipogenesis (body fattening and weight gain) and gametogenesis (gonadal maturation) in migratory blackheaded buntings and other birds in response to the long photoperiod^1,3,38,53^. Clearly, the photoperiodic induction depends on the extension of the light into the photoinducible phase lying in the second half (about 12 h after the light onset) of the endogenous circadian photoperiodic rhythm^1,12,54^. 

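The differences between the states can be set side by side by hour as the share of tested transcripts with an unadjusted p under 0.05 in the quasi-likelihood test. That share was 7.47% at hour 10, 7.17% at hour 14, 13.2% at hour 18 and 5.38% at hour 22, the last with 1 photorefractory bird. The median absolute log2 difference between the states, over the same transcripts, was 0.59 at hour 10, 0.54 at hour 14, 0.82 at hour 18 and 0.85 at hour 22. With the birds split in the 2 other ways it was 0.54 and 0.46 at hour 10, 0.47 and 0.44 at hour 14, 0.56 and 0.47 at hour 18, and 0.84 and 0.86 at hour 22. The value for the states at hour 22 therefore lay between those of the other splits. The birds of hour 10 serve as the reference within each state, so these libraries give no change at hour 10 from an earlier time.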

Present experiments also evidence this, by a much smaller transcriptional response at hour 10. There can also be LHS-dependent alteration in the 24-h waveform of the circadian rhythm governing the photoperiod-induced response in blackheaded buntings^31,55^. Differential responsiveness of the circadian photoperiodic rhythm seems to be the part of the overall adaptive strategy in avian migrants, which need to begin and end their spring migration to restrict their reproduction during most profitable time of the year. This, we believe, is achieved by the interaction of circadian rhythm and photoperiodism, which are mutually inclusive physiological processes, in a long day species like the migratory blackheaded bunting.

Present results should be viewed with a caution, however. This is because we have not shown changes in known marker genes of the photoperiodic response (e.g. *tshβ*, *dio2* and *dio3*) in the present RNA-seq study. This is intriguing, but we speculate that such an unexpected discrepancy was because of two possibly. 

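The effect of a minimum on counts can be read from the deposited values. Of the assembled transcripts, 41088 had a count of 0 in all 15 birds, and 371942 (67.4%) had an estimated count under 5 in every bird. A minimum of 5 in at least 2 birds kept 22.8% of the transcripts, which held 97.3% of the counts. A minimum of 5 in all 15 birds kept 19673. Which of the transcripts left out belong to the genes the paper names cannot be read from the files, because they hold no gene names.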

First, the quality filtration used for hypothalamus RNA-Seq led to the loss from the list of data on ‘photoperiodic genes’, which are expressed in low amounts and site-specific manner^19,20^. Secondly, in the absence of full gene sequence of our study species (*Emberiza melanocephala*; family – Emberizidae), we used the reference genome of migratory *Ficedula albicollis* (family—Muscicapidae), and this probably has filtered out many functionally relevant genes from the annotation of present transcriptome. Despite these limitations of the current study, the striking differences in time course of the transcriptome-wide response both within the state and between states provide a strong evidence for LHS-dependence of the photoperiodically driven activation of hypothalamic molecular pathways during the annual cycle in migratory songbirds.

## Materials and methods

### Animal maintenance and experiment

The study was approved by the Institutional Animal Ethics Committee of the Department of Zoology, University of Lucknow, India (protocol # LU/ZOOL/IAEC/5/16/01/2A). All the experiments were performed in accordance with the Institutional guidelines and regulations. The study was in compliance with the ARRIVE guidelines.

The experiment used adult male blackheaded buntings (*Emberiza melanocephala*) captured from the overwintering flock, and acclimated to semi-natural (captive) conditions for a week in the outdoor aviary (size = 3 × 2.5 × 2.5 m) before being used in the experiment. Acclimated birds brought indoors and exposed at constant temperature (22 ± 2 °C) to short days (SD: 8 h light: 16 h darkness, 8L:16D) or long days (LD: 16L:8D) for the next 40 weeks. Under SD, blackheaded buntings maintain unstimulated photosensitive state; these birds have normal body mass and small reproductively immature gonads, and are responsive to stimulatory effects of long photoperiods, as during the late winter and early spring. Under LD, following growth-regression cycles, buntings have lean body mass and regressed reproductively inactive gonads, and cease their responsiveness (become photorefractory) to stimulatory effects of long photoperiods, as during post reproductive period of summer and early autumn^29–31,56,57^. Thus, regardless of crucial differences in the seasonal LHSs, blackheaded buntings seemed to have similar body mass and testes size at the beginning of the experiment^29–31,56,57^.

Using an identical experimental design, we performed two experiments to address the research questions that we had formulated for this study (Fig. 1a,b). Experiment 1 used photosensitive birds (body mass = 24.0 ± 1.0 g; n = 8) and confirmed the photoperiodic induction on the first day of extended light period (LD), as assessed by changes in mRNA expression of genes of known functions in blood and hypothalamus tissues. Birds were singly housed in activity cages (size = 18 × 10 × 20 cm) and kept in separate photoperiodic boxes (size = 24 × 15 × 30 cm; 1 bird/cage/box). To these birds, the light-on period for next 2 weeks was shortened to 6 h by advancing the light-off time (6L:18D); this was done to enhance buntings’ responsiveness to the stimulatory effects of single long day^58^. On day 15, the light-off time was removed from the timer, and 4 birds each at hour 10 and 18 of the extended light period were sacrificed, and blood and brain samples were collected. This is called the FDR paradigm, which has been used previously to show a rapid photoperiodic LH response in blackheaded buntings^14^.

Experiment 2 had an identical experimental design and used blackheaded buntings that were photoperiodically induced in both photosensitive and photorefractory state (see above). It examined whether response to light later in the day in a FDR paradigm was a more global change at the transcriptional level. This experiment also tested if long days were a passive agent of the photoperiodism during the post-breeding refractory LHS, unlike the pre-breeding photosensitive LHS of the annual cycle in migratory blackheaded buntings. We, therefore, compared the time course response of photosensitive with photorefractory buntings on the first day of an extended light period (n = 8 each state; body mass = 24.0 ± 1.0 g). As in experiment 1, birds were singly housed in separate photoperiodic boxes (1 bird/cage/box), and for next 2 weeks, photosensitive birds were maintained on 6L:18D, while photorefractory birds remained on 16L:8D, as before; the light-on times were identical for all birds. On day 15, the light-off time was removed from the timer, and beginning at hour 10, brain from 2 birds of each state was collected at 4-h intervals during the light on period, i.e. at hours 10, 14, 18 and 22 (hour 0 = time of lights on; n = 2/time point/group; Fig. 1b).

For collecting tissue samples, birds were decapitated to preclude possible anaesthesia effects on mRNA expression of genes^59,60^. Decapitation is a quick, unanticipated procedure lasting for < 10 s. We collected blood, and quickly excised out the hypothalamus from brain^55^; the latter was placed in the RNA-later at 4 °C overnight. Both blood and hypothalamus samples were then kept at − 80 °C until processed further.

### Gene expression assays

In experiment 1, we measured mRNA expression of 4 genes each in blood (*prdx4*, *sod1*, *gpx1* encoding antioxidant enzymes, and *il1*β encoding a cytokines) and hypothalamus (thyroid hormone responsive pathway genes, *tshβ*, *dio2*, *dio3* and *gnrh*) by quantitative PCR (qPCR), as standardized and routinely used in our laboratory^11,57^. For each gene assay, we used n = 4 samples of blood and hypothalamus.

For this, total RNA from each blood and hypothalamus sample was extracted using Trizol reagent (AM9738; Ambion, Austin, TX, USA), according to the manufacturer’s protocol, and as standardized and routinely used in our laboratory^11,57^. We used gene-specific primers, as published earlier from our laboratory^37,38^ (Table S1), and performed qPCR using SYBR green chemistry (Applied Biosystems, Life Technology, 4,367,659) run on ViiA7 realtime PCR system (Applied Biosystems, Foster City, CA, USA). Both sample and reference genes (*b-actin*) were run in duplicates, and the relative mRNA expression levels were determined as 2^−ΔΔCt^ ^61^. We ran qPCR for 40 cycles, each lasting for 75 s (melting at 95 °C for 15 s and annealing at 60 °C for 60 s), with *beta-actin* used as the reference gene which was found to be the most stable among potential reference genes (*beta-actin*, *hprt1*, and *ppia*) that we tested in an earlier bunting study^57^. We then calculated the ΔCT value by subtracting threshold cycle (Ct) of the reference gene from the target gene [Ct(target) – Ct(reference)], and then ΔCt was normalized against ΔCt of a calibrator sample, which was composed of a mixture of cDNA from both time points (hour 10 and 18); this gave the ΔΔCt value, which was plotted as a negative value powered to two (2^−ΔΔCt^)^37,38,57^. Unpaired Student’s t-test tested differences in mRNA expression between two groups.

### Transcriptome-wide assays

#### RNA extraction, library preparation and sequencing

The RNA-Seq was performed for a total of eight hypothalamus samples from each state covering all the four-time points (hours 10, 14, 18 and 22) during the 22 h of the light exposure (n = 2/time point/state). The total RNA was extracted by using TRIzol plus RNA purification kit (12183555, Thermofisher Scientific, Wilmington, DE, USA). The RNA quality check, library preparation and sequencing were done commercially. From this, RNA libraries were prepared from ~ 1 μg of total RNA by using Illumina TruSeq Stranded total RNA library preparation kit, as per the manufacturer’s protocol. Briefly, the total RNA was Ribo depleted using plant rRNA removal mix and rRNA removal beads, and then subjected to the purification, fragmentation and priming for cDNA synthesis. Ribo-depleted and fragmented RNA was converted into first-strand cDNA, followed by the second-strand cDNA synthesis, A-tailing, adapter-index ligation, and finally amplified by recommended PCR cycles. Both quality and quantity checks of the library were done by using Agilent DNA High Sensitivity Assay Kit. One hypothalamus sample from hour 22 of the photorefractory state did not pass the quality check; so it was excluded from further analysis (hence, only one hypothalamus sample represents the hour 22 in photorefractory state). The Bioanalyzer 2100 (Agilent Technologies) analyzed amplified libraries using a High Sensitivity DNA chip, as per the manufacturer's instructions. After obtaining Qubit concentration for both library and mean peak size from Bioanalyzer profile, the library was loaded on to the Illumina HiSeq 2500 platform, and sequenced as 150-bp paired end reads.

#### Transcriptome assembly and annotation

Figure 1B illustrates the workflow for the transcriptome assembly and annotation. For primary processing, we performed the adaptor trimming (clipping of the adapter sequences) and quality check (dropping the reads with quality score < 30) using Trimmomatic (version 0.36, RWTH Aachen University, Germany), and this followed by sequence assembly using trinityrnaseq (version 2.2.0). The trinity.fasta files were processed using CD-HIT, which corrects the biasness in sequence files and reduces the sequence redundancy. The sequences were then pseudo-aligned by Kallisto, that uses a de Bruijn graph to “pseudo-align” reads to an index transcriptome^62^. Briefly, this procedure included construction of an index file using sequence files from all time points of both photosensitive and photorefractory states. The reads were then pseudo-aligned to the index file and quantified in transcripts per million (TPM) units. The transcripts with effective count ≥ 5 were used for further analysis. Because of the low sample size (n = 2/time point/state), TPMs were compared pairwise in a reduced matrix design, and differentially expressed genes (DEGs) were identified using R Bioconductor package edgeR and limma with default parameters at *p*_*adj.*_ ≤ 0.05^63^. The results obtained from differential gene expressions were summarized in a volcano plot, which is essentially a scatter plot based on the magnitude of change (fold change) with respect to statistical significance (*p*_*adj*_ value). A volcano plot helps visualization of the overall changes in gene expressions in the entire data set. An accelerated BlastX program (Diamond, version 0.9.21) was used to annotate the gene sequences against the non-redundant (nr) database.

#### Pathway enrichment and network analysis of DEGs

For functional annotation and to show a functional linkage of the DEGs both within the state and between states, we performed STRING analysis (stringdb.org, version 11.0). This network analysis predicts protein–protein interaction from the provided gene list. In this analysis, gene names are mapped to those of the reference species, for which we used a closely related migratory collared flycatcher (*Ficedula albicollis*); the proteins encoded by these genes are identified. The mapped proteins were then functionally annotated based on KEGG data^64^, Pfam and Uniprot on the STRING platform itself. The enrichment is based on the number of genes observed vs. the number of known genes in a particular pathway. *padj.* ≤ 0.05 indicated a significantly enriched pathway. The identified proteins were then used to draw an interaction network based on confidence values; *i.e.* the strength of data support based on the text mining, experiments, databases, co-expression and co-occurrence. Here, the minimum interaction score was set to high confidence of 0.700. Based on this, the nodes that formed a network were presented in the STRING diagram; nodes represent the proteins, and edges represent the protein–protein interaction.

### Statistics

Statistical analysis for comparison of data on mRNA expression levels from blood and hypothalamus tissues, obtained by qPCR assays, was performed using the Graph Pad Prism software (version 6.0, San Diego, CA, USA). For statistical significance, alpha was set at 0.05.

## Supplementary Information

Supplementary Information.

## Data Availability

The RNA-Seq data have been deposited to Gene Expression Omnibus (GEO) database hypothalamus: GSE165319). cDNA sequences used for qPCR can be accessed using the accession numbers, as listed in the Table S1.

# Supplementary material for: Photoperiodically driven transcriptome-wide changes in the hypothalamus reveal transcriptional differences between physiologically contrasting seasonal life-history states in migratory songbirds
**Source:** Sci Rep. 2021 Jun 17;11:12823. doi: 10.1038/s41598-021-91951-4
**Supplement:** Supplementary file 1 — Supplementary Information.

**Photoperiodically driven transcriptome-wide changes in the hypothalamus reveal transcriptional differences between crucial life-history states in migratory songbirds**

Aakansha Sharma<sup>1</sup>, Subhajit Das<sup>1</sup>, Sayantan Sur<sup>1</sup>, Jyoti Tiwari<sup>2</sup>, Khushboo Chaturvedi<sup>2</sup>, Neha Agarwal<sup>1</sup>, Shalie Malik<sup>2</sup>, Sangeeta Rani<sup>2</sup> and Vinod Kumar<sup>1#</sup>

Running title: LHS-dependent transcriptional response

**Keywords:** Bunting; Gene expression; Hypothalamus; Photoperiod; Transcriptome; Life-history state

## Supplementary Information

Table S1: Gene specific primers used for measurement of mRNA expression by q-PCR

| Gene                          | Primer Sequence                                                        | Accession No. |
|-------------------------------|------------------------------------------------------------------------|---------------|
| <i>ba</i>                     | F: 5' TGTTACCCACACTGTGCCCATCTA 3'<br>R: 5' TTCATGAGGTAGTCCGTCAGGTCA 3' | KC874663.1    |
| <i>prdx4</i>                  | F: 5' ATGAACGACCTTCCTGTTGG 3'<br>R: 5' AGGGCAAACCTTCTCCATGTT 3'        | MH019229      |
| <i>gpx1</i>                   | F: 5' CCTCTGTTACCTTCCTGAAA 3'<br>R: 5' AGATGATGTACTGCGGGTTG 3'         | MK868464      |
| <i>sod1</i>                   | F: 5' TCGGGAGTGATTGGGATTG 3'<br>R: 5' CATCTGGAAGTTGCAGGAAGA 3'         | MK868466      |
| <i>il1<math>\beta</math></i>  | F: 5' CTGCTTCAGGAGCTTGGT 3'<br>R: 5' CATCCAGGTGACAGTGACAA 3'           | MK868470      |
| <i>tsh <math>\beta</math></i> | F: 5' TTCTGCATGACTCGGGACAGCAAT 3'<br>R: 5' TGTATGTGCACACGTTCTGGGACA 3' | KC404637      |
| <i>dio2</i>                   | F: 5' CAAGTGTGGAACCAAATGCCACCT 3'<br>R: 5' TAGCTGAGCCAAAGTTGACCACCA 3' | KJ624635      |
| <i>dio3</i>                   | F: 5' CGTGGACACCATGGACAATGCTT 3'<br>R: 5' TCACCTTCTCCTCCTGGATGATGT 3'  | KJ624636      |
| <i>gnrh</i>                   | F: 5' CCAGGAGGTTGCAAATGAAATG 3'<br>R: 5' CTTGTTCTTCCATCAGCCTCTC 3'     | KJ624637      |

**Table S2:** Mean ( $\pm$  SD) raw reads, pseudoaligned reads and transcripts with non-zero abundance from hypothalamus samples. (Note: hour 22 in photorefractory state – n =1)

| <b>Sample ID<br/>(State/ hour)</b> | <b>Raw reads<br/>(number)</b>  | <b>Pseudoaligned<br/>reads<br/>(number)</b> | <b>Transcript with<br/>non-zero<br/>abundance<br/>(number)</b> | <b>Correlation<br/>coefficient<br/>(R<sup>2</sup>)</b> |
|------------------------------------|--------------------------------|---------------------------------------------|----------------------------------------------------------------|--------------------------------------------------------|
| photosensitive/<br>hour 10         | 9,999,979<br>$\pm$ 2,362,601   | 6,473,672<br>$\pm$ 1,194,713                | 71,068<br>$\pm$ 2,309                                          | 0.740                                                  |
| photosensitive/<br>hour 14         | 8,424,733<br>$\pm$ 408,973     | 5,518,765<br>$\pm$ 297,014                  | 60,815<br>$\pm$ 1,295                                          | 0.871                                                  |
| photosensitive/<br>hour 18         | 7,699,760<br>$\pm$ 32,209      | 4,941,345<br>$\pm$ 185,868                  | 52,759<br>$\pm$ 6,971                                          | 0.935                                                  |
| photosensitive/<br>hour 22         | 12,401,649<br>$\pm$ 1,115,769. | 8,736,432<br>$\pm$ 943,975                  | 85,058<br>$\pm$ 4,233                                          | 0.942                                                  |
| photorefractory/<br>hour 10        | 7,649,673<br>$\pm$ 154,470     | 4,984,562<br>$\pm$ 959,437                  | 52,289<br>$\pm$ 2,553                                          | 0.912                                                  |
| photorefractory/<br>hour 14        | 9,697,773<br>$\pm$ 1,974,230   | 6,343,760<br>$\pm$ 1,053,815                | 62,977<br>$\pm$ 2,218                                          | 0.924                                                  |
| photorefractory/<br>hour 18        | 4,986,590<br>$\pm$ 343,856     | 3,308,757<br>$\pm$ 187,658                  | 40,635 $\pm$<br>1,173                                          | 0.826                                                  |
| photorefractory/<br>hour 22        | 12,892,408                     | 8,951,449                                   | 87,525                                                         | -                                                      |

Table S3: Differentially expressed ( $p_{adj.} < 0.05$ ) hypothalamic genes within and between photosensitive and photorefractory life history states of blackheaded buntings on the first day of long day

a) Photosensitive (hour 10 vs. hour 14)

| gene symbol     | description                                              | log2 fold change | p-value  | $p_{adj.}$ |
|-----------------|----------------------------------------------------------|------------------|----------|------------|
| <i>ttr</i>      | transthyretin                                            | -5.357           | 4.94E-10 | 8.0E-06    |
| <i>atp6v1e1</i> | V-type proton ATPase subunit E1                          | 5.704            | 4.78E-09 | 3.6E-05    |
| <i>pomc</i>     | pro-opiomelanocortin                                     | -4.771           | 7.19E-08 | 0.0004     |
| <i>trim28</i>   | transcription intermediary factor 1-beta, partial        | 4.850            | 9.46E-08 | 0.0005     |
| <i>pgam1</i>    | phosphoglycerate mutase 1                                | -5.490           | 3.81E-06 | 0.010      |
| <i>tppp3</i>    | tubulin polymerization-promoting protein family member 3 | -5.403           | 6.00E-06 | 0.015      |
| <i>mbp</i>      | myelin basic protein isoform X1                          | 3.858            | 8.78E-06 | 0.021      |
| <i>uqcrc1</i>   | cytochrome b-c1 complex subunit 1, mitochondrial         | -8.085           | 9.48E-06 | 0.021      |
| <i>atp6v1b2</i> | V-type proton ATPase subunit B, brain isoform            | -5.141           | 2.25E-05 | 0.039      |
| <i>lyz</i>      | lysozyme C                                               | 7.872            | 2.82E-05 | 0.044      |

b) Photosensitive (hour 10 vs. hour 18)

| gene symbol     | description                                           | log2 fold change | p-value | $p_{adj.}$ |
|-----------------|-------------------------------------------------------|------------------|---------|------------|
| <i>ttr</i>      | transthyretin                                         | -8.280           | 1.2E-13 | 5.4E-09    |
| <i>atp6v1e1</i> | V-type proton ATPase subunit E1                       | 6.147            | 4.2E-10 | 4.8E-06    |
| <i>pomc</i>     | pro-opiomelanocortin                                  | -5.641           | 4.8E-09 | 3.3E-05    |
| <i>enol</i>     | alpha-enolase                                         | 3.613            | 2.4E-06 | 0.007      |
| <i>apo a-i</i>  | apolipoprotein A-I                                    | 3.415            | 2.5E-06 | 0.007      |
| <i>ifi27l2b</i> | interferon alpha-inducible protein 27-like protein 2B | -3.630           | 2.9E-06 | 0.007      |
| <i>cct8</i>     | T-complex protein 1 subunit theta isoform X2          | -7.855           | 2.8E-05 | 0.047      |
| <i>pcca</i>     | propionyl-CoA carboxylase alpha chain, mitochondrial  | 3.315            | 3.6E-05 | 0.049      |

c) Photosensitive (hour 10 vs. hour 22)

| gene symbol     | description                                           | log2 fold change | p-value | $p_{adj.}$ |
|-----------------|-------------------------------------------------------|------------------|---------|------------|
| <i>nsf</i>      | vesicle-fusing ATPase                                 | 9.917            | 3.2E-10 | 4.2E-06    |
| <i>pomc</i>     | pro-opiomelanocortin                                  | -4.960           | 1.7E-08 | 7.5E-05    |
| <i>atp6v1e1</i> | V-type proton ATPase subunit E 1                      | 5.366            | 2.1E-08 | 8.5E-05    |
| <i>ifi27l2b</i> | interferon alpha-inducible protein 27-like protein 2B | -4.067           | 3.2E-07 | 0.0007     |
| <i>b2m</i>      | beta-2-microglobulin                                  | -4.218           | 6.6E-07 | 0.0012     |
| <i>slc6a8</i>   | sodium- and chloride-dependent creatine transporter 1 | -8.452           | 1.7E-06 | 0.002      |

|                     |                                                                                       |        |         |       |
|---------------------|---------------------------------------------------------------------------------------|--------|---------|-------|
| <i>tnfrsf21</i>     | tumor necrosis factor receptor superfamily member 21 isoform X2                       | 4.855  | 2.7E-06 | 0.003 |
| <i>clu</i>          | clusterin                                                                             | -3.956 | 3.9E-06 | 0.004 |
| <i>loc107604320</i> | chitin-binding lectin 1-like                                                          | -3.608 | 5.4E-06 | 0.005 |
| <i>banf1</i>        | barrier-to-autointegration factor-like, partial                                       | -3.935 | 6.4E-06 | 0.006 |
| <i>plp1</i>         | myelin proteolipid protein isoform X1                                                 | -3.676 | 7.1E-06 | 0.007 |
| <i>phf24</i>        | PHD finger protein 24 isoform X2                                                      | 4.126  | 8.0E-06 | 0.007 |
| <i>hax1</i>         | HCLS1-associated protein X-1 isoform X1                                               | -3.751 | 1.2E-05 | 0.010 |
| <i>pde2a</i>        | cGMP-dependent 3',5'-cyclic phosphodiesterase isoform X1                              | 5.028  | 2.7E-05 | 0.017 |
| <i>wbp1</i>         | WW domain-binding protein 1                                                           | -3.905 | 3.0E-05 | 0.018 |
| <i>loc101806991</i> | protein lifeguard 1-like                                                              | -3.107 | 3.1E-05 | 0.019 |
| <i>agbl5</i>        | cytosolic carboxypeptidase-like protein 5, partial                                    | -3.912 | 6.0E-05 | 0.031 |
| <i>hnrnph1</i>      | heterogeneous nuclear ribonucleoprotein H isoform X5                                  | -4.408 | 6.8E-05 | 0.035 |
| <i>ndufb5</i>       | NADH dehydrogenase [ubiquinone] 1 beta subcomplex subunit 5, mitochondrial isoform X1 | -5.000 | 6.9E-05 | 0.035 |
| <i>cga</i>          | glycoprotein hormones alpha chain                                                     | -4.372 | 8.0E-05 | 0.039 |
| <i>elmod1</i>       | ELMO domain-containing protein 1                                                      | -7.621 | 9.6E-05 | 0.044 |
| <i>oc101810511</i>  | uncharacterized protein                                                               | 3.160  | 0.0001  | 0.049 |
| <i>cadps</i>        | calcium-dependent secretion activator 1                                               | -7.557 | 0.0001  | 0.049 |

d) Photorefractory (hour 10 vs. hour 14)

| gene symbol     | description                                                         | log2 fold change | p-value | P <sub>adj.</sub> |
|-----------------|---------------------------------------------------------------------|------------------|---------|-------------------|
| <i>ttr</i>      | transthyretin                                                       | -6.358           | 1.2E-12 | 5.2E-08           |
| <i>hsp90aa1</i> | heat shock protein HSP 90-alpha                                     | 6.719            | 3.6E-09 | 3.3E-05           |
| <i>enol</i>     | alpha-enolase                                                       | 6.034            | 4.5E-09 | 3.3E-05           |
| <i>h1af</i>     | class I histocompatibility antigen, F10 alpha chain-like isoform X1 | -4.688           | 7.9E-08 | 0.0004            |
| <i>eef1a1</i>   | elongation factor 1-alpha 1                                         | 4.610            | 8.4E-07 | 0.0026            |
| <i>EIF4G2</i>   | eukaryotic translation initiation factor 4 gamma 2, partial         | -8.185           | 6.3E-06 | 0.014             |
| <i>apo a-i</i>  | apolipoprotein A-I                                                  | 3.066            | 1.7E-05 | 0.030             |
| <i>pdyn</i>     | proenkephalin-B isoform X2                                          | -7.923           | 2.2E-05 | 0.037             |
| <i>arhgdig</i>  | rho GDP-dissociation inhibitor 3                                    | 7.903            | 2.2E-05 | 0.037             |
| <i>IFI2712b</i> | interferon alpha-inducible protein 27-like protein 2B               | -3.038           | 4.0E-05 | 0.042             |

e) Photorefractory (hour 10 vs. 18)

| gene symbol    | description                                 | log2 fold change | p-value | P <sub>adj.</sub> |
|----------------|---------------------------------------------|------------------|---------|-------------------|
| <i>pank4</i>   | pantothenate kinase 4                       | 7.495            | 1.5E-11 | 5.02E-07          |
| <i>PPP1R1b</i> | protein phosphatase 1 regulatory subunit 1B | -5.032           | 2.7E-10 | 0.000002          |
| <i>enol</i>    | alpha-enolase                               | 6.362            | 3.0E-10 | 0.000002          |

|                     |                                                        |        |         |         |
|---------------------|--------------------------------------------------------|--------|---------|---------|
| <i>loc101818738</i> | probable glutamate receptor                            | 5.585  | 3.7E-08 | 0.00010 |
| <i>eef1a1</i>       | elongation factor 1-alpha                              | 4.899  | 2.2E-07 | 0.0003  |
| <i>tomm6</i>        | mitochondrial import receptor subunit TOM6 homolog     | -4.474 | 2.4E-07 | 0.0004  |
| <i>uqcrc1</i>       | cytochrome b-c1 complex subunit 1, mitochondrial       | -5.909 | 8.4E-07 | 0.001   |
| <i>wbp1</i>         | WW domain-binding protein 1                            | -4.112 | 2.0E-06 | 0.002   |
| <i>dctn1</i>        | dynactin subunit 1                                     | -4.084 | 2.3E-06 | 0.002   |
| <i>dstn</i>         | destrin                                                | 3.692  | 1.4E-05 | 0.009   |
| <i>atp5mc1</i>      | ATP synthase F(0) complex subunit C1, mitochondrial    | -3.189 | 1.6E-05 | 0.010   |
| <i>rgcc</i>         | regulator of cell cycle RGCC                           | 4.110  | 2.2E-05 | 0.0132  |
| <i>agbl5</i>        | cytosolic carboxypeptidase-like protein 5, partial     | -3.567 | 2.7E-05 | 0.015   |
| <i>loc101813953</i> | neuropeptide-like protein C4orf48 homolog isoform X1   | -3.517 | 2.9E-05 | 0.016   |
| <i>pfkl</i>         | ATP-dependent 6-phosphofructokinase, liver type        | -3.732 | 3.3E-05 | 0.016   |
| <i>sema6b</i>       | semaphorin-6B                                          | -3.513 | 3.8E-05 | 0.018   |
| <i>hsp90aa1</i>     | heat shock protein HSP 90-alpha                        | -3.318 | 3.9E-05 | 0.019   |
| <i>tk2</i>          | thymidine kinase 2, mitochondrial                      | 4.902  | 4.7E-05 | 0.021   |
| <i>kcnj8</i>        | ATP-sensitive inward rectifier potassium channel 8     | -4.141 | 5.6E-05 | 0.024   |
| <i>atp6v1h</i>      | V-type proton ATPase subunit H                         | 4.787  | 8.4E-05 | 0.033   |
| <i>mbp</i>          | myelin basic protein isoform X1                        | 2.770  | 9.2E-05 | 0.035   |
| <i>nap1l1</i>       | nucleosome assembly protein 1-like 1 isoform X1        | 4.705  | 0.0001  | 0.038   |
| <i>cox14</i>        | cytochrome c oxidase assembly protein COX14 isoform X1 | -2.759 | 0.0001  | 0.038   |
| <i>npas2</i>        | neuronal PAS domain-containing protein 2               | -4.271 | 0.0001  | 0.044   |
| <i>spag7</i>        | sperm-associated antigen 7                             | -3.087 | 0.0001  | 0.045   |
| <i>tmem61</i>       | transmembrane protein 61 isoform X1                    | -3.318 | 0.0002  | 0.050   |
| <i>aldh2</i>        | aldehyde dehydrogenase, mitochondrial                  | 4.572  | 0.0002  | 0.050   |

f) Photorefractory (hour 10 vs. hour 22)

| gene symbol         | description                                           | log2 fold change | p-value  | P <sub>adj.</sub> |
|---------------------|-------------------------------------------------------|------------------|----------|-------------------|
| <i>eef1a1</i>       | elongation factor 1-alpha 1                           | 5.286            | 1.04E-08 | 3.2E-05           |
| <i>pcca</i>         | propionyl-CoA carboxylase alpha chain, mitochondrial  | -5.066           | 3.87E-08 | 0.00009           |
| <i>olah</i>         | S-acyl fatty acid synthase thioesterase, medium chain | -6.201           | 1.18E-07 | 0.0001            |
| <i>nr1d1</i>        | nuclear receptor subfamily 1 group D member 1         | 5.278            | 2.64E-07 | 0.0003            |
| <i>atp5mf</i>       | ATP synthase subunit f, mitochondrial                 | -3.743           | 8.70E-07 | 0.0008            |
| <i>loc101818738</i> | probable glutamate receptor                           | 5.075            | 8.84E-07 | 0.0008            |
| <i>syt11</i>        | synaptotagmin-11 isoform X1                           | 4.110            | 2.31E-06 | 0.0019            |
| <i>agbl5</i>        | cytosolic carboxypeptidase-like protein 5, partial    | -4.149           | 7.66E-06 | 0.0046            |

|                     |                                                                     |        |          |        |
|---------------------|---------------------------------------------------------------------|--------|----------|--------|
| <i>ppp1r1b</i>      | protein phosphatase 1 regulatory subunit 1B                         | -3.232 | 7.84E-06 | 0.0046 |
| <i>ak5</i>          | adenylate kinase isoenzyme 5                                        | -4.254 | 8.88E-06 | 0.0051 |
| <i>map1a</i>        | microtubule-associated protein 1A                                   | 4.236  | 1.34E-05 | 0.0070 |
| <i>arhgdig</i>      | rho GDP-dissociation inhibitor 3                                    | 8.021  | 1.45E-05 | 0.0074 |
| <i>taf9b</i>        | transcription initiation factor TFIID subunit 9B                    | 3.417  | 1.91E-05 | 0.009  |
| <i>half</i>         | class I histocompatibility antigen, F10 alpha chain-like isoform X1 | -3.318 | 2.03E-05 | 0.009  |
| <i>pgap3</i>        | post-GPI attachment to proteins factor 3 isoform X1                 | -4.177 | 3.70E-05 | 0.015  |
| <i>ndrg4</i>        | protein NDRG4 isoform X4                                            | 2.958  | 5.77E-05 | 0.021  |
| <i>loc101813953</i> | neuropeptide-like protein C4orf48 homolog isoform X1                | -3.285 | 6.12E-05 | 0.021  |
| <i>loc101810511</i> | uncharacterized protein                                             | 3.154  | 6.62E-05 | 0.023  |
| <i>atp5f1b</i>      | ATP synthase subunit beta, mitochondrial, partial                   | 2.915  | 7.30E-05 | 0.024  |
| <i>phgdh</i>        | D-3-phosphoglycerate dehydrogenase                                  | -7.668 | 7.45E-05 | 0.024  |
| <i>snca</i>         | alpha-synuclein                                                     | -2.822 | 8.56E-05 | 0.027  |
| <i>pitpnc1</i>      | cytoplasmic phosphatidylinositol transfer protein 1-like            | -3.650 | 9.81E-05 | 0.031  |
| <i>cd151</i>        | CD151 antigen                                                       | 3.646  | 0.0001   | 0.031  |
| <i>ctsd</i>         | cathepsin D                                                         | 4.783  | 0.0001   | 0.031  |
| <i>pank4</i>        | pantothenate kinase 4                                               | 4.783  | 0.0001   | 0.031  |
| <i>sept4</i>        | septin-4                                                            | 3.800  | 0.0001   | 0.033  |
| <i>tac1</i>         | protachykinin-1 isoform X2                                          | -3.932 | 0.0001   | 0.036  |
| <i>elmod1</i>       | ELMO domain-containing protein 1                                    | 3.541  | 0.0001   | 0.039  |
| <i>mbp</i>          | myelin basic protein isoform X1                                     | 2.652  | 0.0002   | 0.043  |
| <i>rpl19</i>        | 60S ribosomal protein L19, partial                                  | -3.110 | 0.0002   | 0.044  |
| <i>tpd52l1</i>      | tumor protein D53 isoform X1                                        | -3.863 | 0.0002   | 0.045  |
| <i>cadps</i>        | calcium-dependent secretion activator 1                             | -4.149 | 0.0002   | 0.047  |
| <i>pfkl</i>         | ATP-dependent 6-phosphofructokinase, liver type                     | 3.065  | 0.0002   | 0.048  |
| <i>wbp1</i>         | WW domain-binding protein 1                                         | -2.945 | 0.0002   | 0.048  |
| <i>aldoa</i>        | fructose-bisphosphate aldolase A-like                               | 3.241  | 0.0002   | 0.049  |
| <i>gpm6b</i>        | neuronal membrane glycoprotein M6-b isoform X2                      | 3.457  | 0.0002   | 0.049  |
| <i>slc6a8</i>       | sodium- and chloride-dependent creatine transporter 1               | -4.732 | 0.0002   | 0.050  |
| <i>ndufa13</i>      | NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 13       | -2.683 | 0.0002   | 0.050  |
| <i>banfl</i>        | barrier-to-auto integration factor-like, partial                    | -3.343 | 0.0003   | 0.050  |

g) Photosensitive hour 10 vs. photorefractory hour 10

| gene symbol | description          | log2 fold change | p-value | P <sub>adj.</sub> |
|-------------|----------------------|------------------|---------|-------------------|
| <i>pomc</i> | pro-opiomelanocortin | 6.297            | 8.8E-10 | 1.0E-05           |

|                     |                                                                     |        |         |         |
|---------------------|---------------------------------------------------------------------|--------|---------|---------|
| <i>atp6v1e1</i>     | V-type proton ATPase subunit E 1                                    | -6.860 | 1.6E-09 | 1.5E-05 |
| <i>hsp90aa1</i>     | heat shock protein HSP 90-alpha                                     | 5.903  | 4.0E-07 | 0.0016  |
| <i>loc101821968</i> | class I histocompatibility antigen, F10 alpha chain-like isoform X2 | -4.179 | 5.8E-07 | 0.0021  |
| <i>pank4</i>        | pantothenate kinase 4                                               | 5.517  | 3.3E-06 | 0.0100  |
| <i>loc101818738</i> | probable glutamate receptor                                         | 4.852  | 3.9E-06 | 0.0106  |
| <i>pcca</i>         | propionyl-CoA carboxylase alpha chain                               | -3.695 | 5.9E-06 | 0.0134  |
| <i>aldh2</i>        | aldehyde dehydrogenase, mitochondrial                               | -5.100 | 3.2E-05 | 0.04    |
| <i>EIF4G2</i>       | eukaryotic translation initiation factor 4 gamma 2, partial         | -5.022 | 4.7E-05 | 0.049   |

#### h) Photosensitive hour 14 vs. photorefractory hour 14

| gene symbol   | description                                              | log2 fold change | p-value | P <sub>adj.</sub> |
|---------------|----------------------------------------------------------|------------------|---------|-------------------|
| <i>atp5md</i> | up-regulated during skeletal muscle growth protein 5     | 4.918            | 6.0E-08 | 0.0006            |
| <i>tppp3</i>  | tubulin polymerization-promoting protein family member 3 | -5.459           | 5.1E-06 | 0.018             |
| <i>hcrt</i>   | orexin                                                   | 5.409            | 6.0E-06 | 0.018             |
| <i>uqcrc1</i> | cytochrome b-c1 complex subunit 1, mitochondrial         | -7.965           | 1.8E-05 | 0.039             |
| <i>eef1a1</i> | elongation factor 1-alpha 1                              | -3.662           | 1.8E-05 | 0.039             |

#### i) Photosensitive hour 18 vs. photorefractory hour 18

| gene symbol         | description                                           | log2 fold change | p-value | P <sub>adj.</sub> |
|---------------------|-------------------------------------------------------|------------------|---------|-------------------|
| <i>ttr</i>          | transthyretin                                         | -10.213          | 1.4E-19 | 5.0E-15           |
| <i>eef1a1</i>       | elongation factor 1-alpha 1                           | -6.701           | 1.8E-09 | 0.000008          |
| <i>pank4</i>        | pantothenate kinase 4                                 | -4.377           | 1.6E-07 | 0.0003            |
| <i>dctn1</i>        | dynactin subunit 1                                    | 4.415            | 4.3E-07 | 0.0006            |
| <i>IFI2712B</i>     | interferon alpha-inducible protein 27-like protein 2B | -3.848           | 8.4E-07 | 0.001             |
| <i>tomm6</i>        | mitochondrial import receptor subunit TOM6 homolog    | 4.185            | 1.6E-06 | 0.002             |
| <i>haus4</i>        | HAUS augmin-like complex subunit 4, partial           | 4.625            | 1.7E-06 | 0.002             |
| <i>synpr</i>        | synaptoporin isoform X1                               | 5.749            | 2.5E-06 | 0.002             |
| <i>scd5</i>         | stearoyl-CoA desaturase 5, partial                    | -3.833           | 5.4E-06 | 0.004             |
| <i>cart</i>         | cocaine- and amphetamine-regulated transcript protein | 4.399            | 5.8E-06 | 0.004             |
| <i>agbl5</i>        | cytosolic carboxypeptidase-like protein 5, partial    | 3.771            | 1.2E-05 | 0.007             |
| <i>wbp1</i>         | WW domain-binding protein 1                           | 3.825            | 1.2E-05 | 0.007             |
| <i>loc101811864</i> | corticoliberin-like                                   | 3.982            | 1.2E-05 | 0.007             |
| <i>atp5mc1</i>      | ATP synthase F(0) complex subunit C1, mitochondrial   | 3.201            | 1.5E-05 | 0.009             |
| <i>atp5md</i>       | up-regulated during skeletal muscle growth protein 5  | 3.175            | 1.8E-05 | 0.009             |
| <i>cct8</i>         | T-complex protein 1 subunit theta isoform X2          | -7.943           | 1.8E-05 | 0.009             |

|                     |                                                                 |        |         |       |
|---------------------|-----------------------------------------------------------------|--------|---------|-------|
| <i>apo a-i</i>      | apolipoprotein A-I                                              | 2.981  | 2.6E-05 | 0.013 |
| <i>cox14</i>        | cytochrome c oxidase assembly protein COX14 isoform X1          | 2.924  | 4.2E-05 | 0.018 |
| <i>spag7</i>        | sperm-associated antigen 7                                      | 3.248  | 5.1E-05 | 0.021 |
| <i>uqcrc1</i>       | cytochrome b-c1 complex subunit 1, mitochondrial                | 5.136  | 5.7E-05 | 0.023 |
| <i>grp</i>          | gastrin-releasing peptide, partial                              | 3.958  | 5.8E-05 | 0.023 |
| <i>pold4</i>        | DNA polymerase delta subunit 4                                  | 3.127  | 6.6E-05 | 0.025 |
| <i>coa6</i>         | cytochrome c oxidase assembly factor 6 homolog                  | 2.971  | 6.7E-05 | 0.025 |
| <i>prdx1</i>        | peroxiredoxin-1                                                 | 4.435  | 8.0E-05 | 0.029 |
| <i>loc101817208</i> | neurophysin 1-like isoform X2                                   | 3.061  | 9.5E-05 | 0.034 |
| <i>npas2</i>        | neuronal PAS domain-containing protein 2                        | 4.396  | 9.5E-05 | 0.034 |
| <i>tim10b</i>       | mitochondrial import inner membrane translocase subunit Tim10 B | 3.802  | 0.0001  | 0.037 |
| <i>tubb3</i>        | tubulin beta-3 chain                                            | 2.687  | 0.0002  | 0.043 |
| <i>atp6v1c1</i>     | V-type proton ATPase subunit C 1                                | -3.803 | 0.0002  | 0.048 |
| <i>klc1</i>         | kinesin light chain 1 isoform X6                                | 3.420  | 0.0002  | 0.049 |
| <i>oas1</i>         | 2'-5'-oligoadenylate synthase 1-like                            | -3.018 | 0.0002  | 0.050 |
| <i>tk2</i>          | thymidine kinase 2, mitochondrial                               | 3.348  | 0.0002  | 0.050 |
| <i>sncg</i>         | gamma-synuclein                                                 | 2.601  | 0.0002  | 0.050 |

j) Photosensitive hour 22 vs. photorefractory hour 22

| gene symbol         | description                                                     | log2 fold change | p-value | P <sub>adj.</sub> |
|---------------------|-----------------------------------------------------------------|------------------|---------|-------------------|
| <i>stxbp1</i>       | syntaxin-binding protein 1 isoform X2                           | -9.270           | 1.6E-08 | 0.0001            |
| <i>eno1</i>         | alpha-enolase                                                   | 4.826            | 4.4E-08 | 0.0002            |
| <i>rpl37</i>        | 60S ribosomal protein L37                                       | -4.615           | 6.7E-08 | 0.0003            |
| <i>rpl12</i>        | 60S ribosomal protein L12                                       | -4.797           | 1.5E-07 | 0.0005            |
| <i>elmod1</i>       | ELMO domain-containing protein 1                                | -8.770           | 3.0E-07 | 0.0009            |
| <i>hsp90aa1</i>     | heat shock protein HSP 90-alpha                                 | 5.715            | 1.1E-06 | 0.002             |
| <i>trim9</i>        | E3 ubiquitin-protein ligase TRIM9                               | -4.848           | 5.8E-06 | 0.011             |
| <i>ifi27l2b</i>     | interferon alpha-inducible protein 27-like protein 2B           | -3.442           | 8.9E-06 | 0.016             |
| <i>loc101808646</i> | avidin-like                                                     | -4.691           | 1.3E-05 | 0.021             |
| <i>mapre3</i>       | microtubule-associated protein RP/EB family member 3 isoform X1 | 4.542            | 1.7E-05 | 0.025             |
| <i>sod1</i>         | superoxide dismutase [Cu-Zn]                                    | -3.309           | 1.7E-05 | 0.025             |
| <i>pde2a</i>        | cGMP-dependent 3',5'-cyclic phosphodiesterase isoform X1        | 5.120            | 2.3E-05 | 0.029             |
| <i>tnfrsf21</i>     | tumor necrosis factor receptor superfamily member 21 isoform X2 | 4.485            | 2.3E-05 | 0.029             |
| <i>atp6v1b2</i>     | V-type proton ATPase subunit B, brain isoform                   | 5.048            | 3.2E-05 | 0.037             |
| <i>kcnab2</i>       | voltage-gated potassium channel subunit beta-2 isoform X5       | 7.826            | 3.6E-05 | 0.041             |

Table S4: List of common differentially expressed hypothalamic genes within and between photosensitive and photorefractory life history states of blackheaded buntings on the first day of long day

A. Within state comparison

| Within photosensitive state (cf. Figure 2d)  |                                         |                                         |                                                                |
|----------------------------------------------|-----------------------------------------|-----------------------------------------|----------------------------------------------------------------|
| hour 10 vs. 14 $\cap$<br>hour 10 vs. 18      | hour 10 vs. 14 $\cap$<br>hour 10 vs. 22 | hour 10 vs. 18 $\cap$<br>hour 10 vs. 22 | hour 10 vs. 14 $\cap$ hour 10 vs.<br>18 $\cap$ hour 10 vs. 22  |
| <i>ttr</i>                                   | <i>atp6v1e1</i>                         | <i>atp6v1e1</i>                         | <i>atp6v1e1</i>                                                |
| <i>atp6v1e1</i>                              | <i>pomc</i>                             | <i>pomc</i>                             | <i>pomc</i>                                                    |
| <i>pomc</i>                                  |                                         | <i>ifi27l2b</i>                         |                                                                |
| Within photorefractory state (cf. Figure 2h) |                                         |                                         |                                                                |
| hour 10 vs. 14 $\cap$<br>hour 10 vs. 18      | hour 10 vs. 14 $\cap$<br>hour 10 vs. 22 | hour 10 vs. 18 $\cap$<br>hour 10 vs. 22 | hour 10 vs. 14 $\cap$ hour 10 vs.<br>18 $\cap$ hour 10. vs. 22 |
| <i>hsp90aa1</i>                              | <i>half</i>                             | <i>pank4</i>                            | <i>eef1a1</i>                                                  |
| <i>enol</i>                                  | <i>eef1a1</i>                           | <i>ppplr1b</i>                          |                                                                |
| <i>eef1a1</i>                                | <i>arhgdig</i>                          | <i>loc101818738</i>                     |                                                                |
|                                              |                                         | <i>eef1a1</i>                           |                                                                |
|                                              |                                         | <i>wbp1</i>                             |                                                                |
|                                              |                                         | <i>agbl5</i>                            |                                                                |
|                                              |                                         | <i>loc101813953</i>                     |                                                                |
|                                              |                                         | <i>pfk1</i>                             |                                                                |
|                                              |                                         | <i>mbp</i>                              |                                                                |

B. Between state comparison

| <b>photosensitive vs. photorefractory state (cf. Figure 2m)</b>                                  |                                          |                                          |
|--------------------------------------------------------------------------------------------------|------------------------------------------|------------------------------------------|
| <b>hour 10 <math>\cap</math> hour 22</b>                                                         | <b>hour 14 <math>\cap</math> hour 18</b> | <b>hour 18 <math>\cap</math> hour 22</b> |
| <i>hsp90aa1</i>                                                                                  | <i>atp5md</i>                            | <i>ifi27l2b</i>                          |
|                                                                                                  | <i>uqcrc1</i>                            |                                          |
|                                                                                                  | <i>eef1a1</i>                            |                                          |
| <b>hour 10 <math>\cap</math> hour 14 = 0</b> (No common genes)                                   |                                          |                                          |
| <b>hour 10 <math>\cap</math> hour 14 <math>\cap</math> hour 18 = 0</b>                           |                                          |                                          |
| <b>hour 10 <math>\cap</math> hour 14 <math>\cap</math> hour 22 = 0</b>                           |                                          |                                          |
| <b>hour 10 <math>\cap</math> hour 18 <math>\cap</math> hour 22 = 0</b>                           |                                          |                                          |
| <b>hour 14 <math>\cap</math> hour 18 <math>\cap</math> hour 22 = 0</b>                           |                                          |                                          |
| <b>hour 10 <math>\cap</math> Hour 14 <math>\cap</math> hour 18 <math>\cap</math> hour 22 = 0</b> |                                          |                                          |

How the deposited data were processed for this re-analysis (not part of the article)

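Total RNA of the hypothalamus of 15 male blackheaded buntings was sequenced, 1 library per bird, with 8 photosensitive and 7 photorefractory birds. Birds were collected 10, 14, 18 or 22 h after light onset on the day of extended light. Each group had 2 birds except photorefractory hour 22, which had 1. The paper states that reads were trimmed with Trimmomatic and assembled with Trinity, that redundancy was reduced with CD-HIT, and that reads were pseudoaligned with kallisto to 1 index of all time points. The version of kallisto is not given in the sources used here. The deposited tables give, for each bird and each assembled transcript, the length, the effective length, the estimated count without normalization, and TPM. No genome, annotation or sequence came with them.

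Depth ranged from 3176062 to 9403923 pseudoaligned reads per bird. A count of 0 allows up to 3 counts, and this limit covers counting error only. The identifiers give 317533 assembled genes, over which counts were summed as an alternative. Estimated counts were rounded to whole numbers for the tests.

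Comparisons of 2 groups took the libraries of those groups alone and the transcripts with an estimated count of at least 5 in at least as many libraries as the smaller group holds. Tests over all libraries took transcripts with at least 5 in at least 2 of 15. The test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM factors and Benjamini-Hochberg adjustment, and a transcript was called at an adjusted p at or below 0.05. In comparisons with the single photorefractory bird of hour 22, that bird was assumed to vary like the other group. Models of all libraries tested the state with hour as a term, the later hours against hour 10 with state as a term, and the interaction of state with each hour. Shared calls had to have the same sign. The correlation of hour effects used log2 fold changes moderated by edgeR's prior count, with a jackknife over birds.

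Alternatives were DESeq2 1.42.0, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), edgeR's exact test on counts and on rounded TPM, RLE factors, no filter, a minimum of 10, the 10 most abundant transcripts left out, an absolute log2 fold change above 2, thinning to the shallowest library, sums per assembled gene, all libraries in 1 fit, the bird number as a block, and each bird left out in turn. Other splits of the birds of each comparison were tested with the exact test, and random splits of all libraries with the quasi-likelihood test. The tests were tried on simulated counts with 200 changed transcripts, drawn from the more abundant ones. There the quasi-likelihood test called 65 of them with 3 others for photosensitive hour 14, and DESeq2 91 with 49 others. The simulated birds followed 1 trend of spread on abundance, without the spread of single transcripts around it that real birds have. Mean fragment lengths were taken from the difference between length and effective length of transcripts over 2000 nt. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

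Identifiers were named by a rule set at the start. Per comparison at most 2 transcripts that rose and 2 that fell were named, being those with the smallest p among calls whose groups do not overlap in CPM. Features of counts of 5 or fewer outside this rule are named with the remark that their values had been seen. The genes, pathways and protein interactions the paper names were left out, because the tables pair no identifier with a gene name. The quantitative PCR of the paper has no deposited file and was left out.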

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

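The tests of depth at hour 22 by direction of change were chosen only after the result was seen. Both results below are differences between groups, tested as an interaction of state and hour over all 15 libraries with edgeR's quasi-likelihood test.

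At hour 18 the change from hour 10 differed between the states for 24 transcripts, 2 upward and 22 downward in the photorefractory state, with 9167 transcripts at an unadjusted p under 0.05. DESeq2 called 2574 (960 upward and 1614 downward), and limma 359 (119 upward and 240 downward) with a pseudocount of 1 and 560 (193 upward and 367 downward) with 0.1. The excess of downward calls was thus milder by these tools. The 2 upward transcripts were TRINITY_DN85821_c0_g3_i8 (adjusted p = 0.00161 by edgeR) and TRINITY_DN93020_c1_g1_i7 (adjusted p = 0.0476 by edgeR). In the photorefractory birds of hour 18 the first had 368 and 282 CPM and the other 72.0 and 66.2 CPM, and in the photosensitive birds of that hour 5.13 and 8.18 CPM and 0 and 0 CPM. Of those downward, TRINITY_DN95777_c1_g1_i2 and TRINITY_DN89682_c0_g1_i3 (adjusted p = 0.00421 for each by edgeR) were listed at 0 in both photorefractory birds of hour 18. At hour 10 the photorefractory birds had 35.9 and 42.2 CPM of the first and 33.2 and 37.7 CPM of the other.

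A shallower sequencing of the photorefractory hour 18 libraries would leave no calls once all libraries are thinned to the same total. Thinning left 23 calls, 1 upward and 22 downward and 18 of them among the 24, which argues against depth as the whole cause. Reads of an assembled gene assigned to another of its transcripts remain a candidate explanation, since 14 of the 24 transcripts (58.3%) belonged to genes whose summed counts had an interaction under 2-fold. Summed counts also gave 226 genes called for this interaction (9 upward and 217 downward), with the genes of 4 of the 24 transcripts among them, so transcript assignment does not cover those genes. The count depended on single birds, of which those of hours 14 and 22 act only through the spread and scaling shared by all libraries. It was 4 without either bird of photosensitive hour 14 or bird 2 of photosensitive hour 18, 5 without bird 1 of photosensitive hour 10, 6 without bird 1 of photorefractory hour 10, 7 without bird 2 of photosensitive hour 10, 12 without either bird of photosensitive hour 22, bird 2 of photorefractory hour 10 or either bird of photorefractory hour 14 and 54 without bird 1 of photosensitive hour 18. Without bird 1 of photosensitive hour 18, which leaves 1 bird in that group, upward calls outnumbered downward ones. Every other refit kept more downward than upward calls, so the excess reversed in that refit alone. The photorefractory libraries of hour 18 had a mean fragment length of 220.3 nt against 253 nt in the others, and no test of fragment length was run on this interaction. A trend with GC content was not tested, because the deposited tables hold no sequences. A difference between the states at this hour, which the design names, also stays open and untested apart from these.

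At hour 22 the difference in the change from hour 10 passed the threshold for 8 transcripts, 3 upward and 5 downward, with 4428 at an unadjusted p under 0.05. DESeq2 called 494 (169 upward and 325 downward), and limma 130 (85 upward and 45 downward) with a pseudocount of 1 and 127 (69 upward and 58 downward) with 0.1. The predominant direction at this hour therefore depended on the tool. The photorefractory state has 1 bird at this hour, assumed to vary like the other groups. TRINITY_DN85821_c0_g3_i8 had 18.1 CPM in that bird and 0 and 0 CPM in the photorefractory birds of hour 10, against 11.0 and 15.2 CPM at hour 22 and 9.02 and 12.3 CPM at hour 10 in the photosensitive birds (adjusted p = 0.0143 by edgeR). TRINITY_DN93426_c2_g2_i3 had 7.45 CPM in that bird and 66.6 and 41.3 CPM in the photorefractory birds of hour 10 (adjusted p = 0.0307 by edgeR). In the photosensitive birds it had 0 and 0 CPM at hour 22 and 54.0 and 43.8 CPM at hour 10, so it fell in both states and counts as upward because it was at 0 in the photosensitive birds. Downward, TRINITY_DN97794_c1_g2_i8 (adjusted p = 1.2e-04 by edgeR) and TRINITY_DN87538_c4_g1_i1 (adjusted p = 0.00148 by edgeR) were listed at 0 in that bird. They had 350.3 and 365 CPM and 69.4 and 76.8 CPM in the photorefractory birds of hour 10.

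Deeper sequencing of the hour 22 libraries would leave no calls after thinning. Downward, 3 calls were left, all among the 8, which argues against depth as the whole cause of the downward calls. Upward, 0 of 3 calls were left by edgeR's quasi-likelihood test, as in the fit with a replicate block (0 upward and 3 downward), which also loses calls without a change of depth. Of the upward transcripts 3 of 3 had a group at 0 whose limit of 3 counts, at most 0.697 CPM, lay under the 18.1 CPM or more of the other hour in that state. This argues against deeper sequencing of the hour 22 libraries as the whole cause of the upward calls too. The assignment of reads among transcripts of a gene remains a candidate explanation, since 100% of the 8 transcripts belonged to genes whose summed counts had an interaction under 2-fold. Summed per assembled gene, the counts gave 0 calls by edgeR's quasi-likelihood test, with 3199 genes at an unadjusted p under 0.05. The transcript count and its direction depended on single birds. The upward calls also depended on including both birds of photosensitive hour 14. These birds do not enter the hour 22 contrast, and act only through the spread and scaling shared by all libraries. Without bird 1 of photosensitive hour 22 there were more calls, as many upward as downward. The single photorefractory bird and the state are not separated at this hour, and a difference between the states stays open and untested.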

How the results depend on the processing

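The minimum of 5 in 1 more library, the exact test with it, the fit of all 15 libraries on assembled genes, the count above 5, its use on TPM, the correlation on assembled genes and a search over settings were chosen only after the data had been seen. All other alternatives were set before the data were examined.

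By edgeR's quasi-likelihood test each of the 10 comparisons of 2 groups had 0 calls, with 3492 to 14217 transcripts at an unadjusted p under 0.05. The count stayed 0 in all 10 with RLE factors, a minimum of 10 and the 10 most abundant transcripts left out. It also stayed 0 with thinning to the shallowest library and with the minimum of 5 in 1 more library. An added cut at an absolute log2 fold change above 2 can only remove calls, so its 0 in all 10 shows nothing. Below, counts are in the order of hours 14, 18 and 22 in the photosensitive state, the same hours in the photorefractory state, and the states at hours 10, 14, 18 and 22. DESeq2 gave 2164, 2242, 9089, 1478, 3751, 5394, 2106, 960, 4350 and 2472. The test with no filter gave 2671, 1836, 5643, 2337, 3079, 4883, 2183, 3107, 2664 and 5020. edgeR's exact test gave 500, 417, 1298, 428, 917, 385, 443, 676, 835 and 287, on rounded TPM 213, 145, 1340, 174, 1352, 409, 170, 293, 1469 and 227, and with the minimum of 5 in 1 more library 26, 13, 149, 23, 171, 318, 35, 49, 107 and 175. Counts summed per assembled gene gave 1, 0, 75, 1, 428, 7714, 0, 4, 59 and 804. All 15 libraries in 1 fit gave 0, 0, 53, 0, 92, 19, 1, 0, 124 and 11, and on assembled genes 0, 0, 2280, 0, 559, 432, 0, 0, 1716 and 0. limma on log2(TPM + 1) gave 17885 for photorefractory hour 22 and 0 for the other 9, and on log2(TPM + 0.1) 903 and 23654 for photorefractory hours 18 and 22 and 0 for the other 8. Where these counts differ from 0, the cause was not tested.

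The tests over all 15 libraries follow in the order of the state, the later hours against hour 10, and the interactions at hours 14, 18 and 22. The quasi-likelihood test gave 0, 1, 0, 24 and 8, with 7523, 6098, 5891, 9167 and 4428 at an unadjusted p under 0.05. DESeq2 gave 355, 208, 412, 2574 and 494, the test with no filter 1672, 1963, 2020, 2766 and 1683, limma 0, 4, 37, 359 and 130 on log2(TPM + 1) and 3, 5, 84, 560 and 127 on log2(TPM + 0.1). Counts summed per assembled gene gave 0, 0, 0, 226 and 0. RLE factors gave 0, 1, 0, 14 and 9, and thinning gave 0, 1, 0, 23 and 3. A minimum of 10 gave 0, 1, 0, 34 and 10, and the other alternatives on the threshold and the most abundant transcripts stayed within 1.5 times. Where the counts changed, the cause was not tested, and fewer features are tested on genes.

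With 1 bird left out, the 32 fits of 2 groups that could be made had 0 calls by the quasi-likelihood test. The 2 comparisons with the photorefractory bird of hour 22 were not refitted, because no residual degrees of freedom are left, and a group left with 1 bird was assumed to vary like the other groups. Of 74 fits over all libraries, 50 kept the count within 1.5 times, 8 raised it and 16 lowered it. For the state the count ran from 0 to 1, being 1 without the bird of photorefractory hour 22. Later hours against hour 10 ran from 0 to 2, being 0 without bird 1 of photorefractory hour 18 and 2 without bird 1 of photorefractory hour 10. The hour 14 interaction ran from 0 to 1, being 1 without either bird of photosensitive hour 10, bird 2 of photorefractory hour 10 or bird 2 of photorefractory hour 14. The hour 18 interaction ran from 4 to 54, being 4 without either bird of photosensitive hour 14 or bird 2 of photosensitive hour 18, 5 without bird 1 of photosensitive hour 10, 6 without bird 1 of photorefractory hour 10, 7 without bird 2 of photosensitive hour 10, 12 without either bird of photosensitive hour 22, bird 2 of photorefractory hour 10 or either bird of photorefractory hour 14 and 54 without bird 1 of photosensitive hour 18. Without bird 1 of photosensitive hour 18 its calls were 35 upward and 19 downward, where all birds gave 2 and 22. The hour 22 interaction ran from 5 to 14, being 5 without either bird of photosensitive hour 14, bird 2 of photosensitive hour 22 or bird 2 of photorefractory hour 10 and 14 without bird 1 of photosensitive hour 22. The cause was not tested.

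The labels give bird numbers, but nothing shows that birds of 1 number belong together. After group means were removed, correlations between same-numbered birds over 21 pairs of groups lay between -0.0697 and 0.0489, with 0 above 0.1. With the bird number as a replicate block, the 8 comparisons of 2 groups that allow it had 0 calls, and the tests over all libraries had 0, 1, 0, 6 and 3. The 2 comparisons with the single bird of hour 22 share only 1 number and have no such fit.

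Calls shared by hours 14, 18 and 22 in the photosensitive state were 0 by the quasi-likelihood test, 31 by the exact test, 179 by DESeq2 and 333 with no filter. In the photorefractory state they were 0, 19, 142 and 378. Between the states at all 4 hours they were 0, 0, 1 and 13. The fit of all libraries and thinning left each at 0. Overlaps whatever the sign were 0 too, but with 0 calls by the quasi-likelihood test they could be nothing else. The cause was not tested.

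The median number of transcripts per bird was 165384 above 0, 64320 with a count of at least 5, 61408 with a count above 5 and 134277 after thinning. The median r squared between birds was 0.442, and 0.910 without logarithm, 0.126 on log2(TPM + 0.1), 0.883 with a count of at least 5 in both birds, and 0.912 without logarithm and with a count above 5. The correlation of the hour effects moved to -0.114 at hour 14 and 0.617 at hour 22 on assembled genes. With 1 bird left out it ran from -0.0538 to -0.00194 at hour 14, -0.00669 to 0.0332 at hour 18 and 0.200 to 0.277 at hour 22, where the single photorefractory bird could not be left out. At hour 18 it was below 0 at -0.00669 without bird 2 of photorefractory hour 10 and at -5.5e-04 without bird 2 of photorefractory hour 18. The cause was not tested.

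Depth limits what a count of 0 means, since 3 counts are 0.945 CPM in the shallowest library and 0.319 CPM in the deepest. 371942 transcripts had an estimated count under 5 in every bird.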

Differences from the paper's values

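The stricter minimum on counts, the exact test with it, the fit of all 15 libraries on assembled genes, the count above 5, its use on TPM, the correlation of hour effects on assembled genes, and the search over settings were chosen only after the data had been seen.

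The paper reports differentially expressed genes, and the values here count transcripts, because the deposited tables give no gene names. By edgeR's quasi-likelihood test 0 transcripts, 0 upward and 0 downward, were called in each of the 10 comparisons, with 3492 to 14217 at an unadjusted p under 0.05. The paper's counts within the photosensitive state are 10 (4 up and 6 down) between photosensitive hours 14 and 10, 8 (4 up and 4 down) between photosensitive hours 18 and 10, and 23 (6 up and 17 down) between photosensitive hours 22 and 10. Within the photorefractory state the paper's counts are 10 (5 up and 5 down) between photorefractory hours 14 and 10, 27 (11 up and 16 down) between photorefractory hours 18 and 10, and 39 (19 up and 20 down) between photorefractory hours 22 and 10. For the states, the paper's counts are 9 (4 up and 5 down) between the states at hour 10, 5 (2 up and 3 down) between the states at hour 14, 33 (25 up and 8 down) between the states at hour 18, and 15 (7 up and 8 down) between the states at hour 22. DESeq2 called 960 to 9089 transcripts over these comparisons and edgeR's exact test 287 to 1298, and limma gave 0 to 23654.

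Of the alternatives set before the data were examined, counts summed per assembled gene gave 4 calls between the states at hour 14 against the paper's 5, with 2 up against 2 and 2 down against 3. Between the states at hour 18 it gave 17 up against the paper's 25, 42 down against 8 and 59 in all against 33. The fit of all 15 libraries gave 11 calls between the states at hour 22 against the paper's 15, with 4 up against the paper's 7 and 7 down against 8. In that fit the states at hour 18 had 26 up against the paper's 25, 98 down against 8 and 124 in all against 33. Photorefractory hour 18 had 9 up against the paper's 11, 83 down against 16 and 92 in all against 27, and photorefractory hour 22 had 4 up against the paper's 19, 15 down against 20 and 19 in all against 39. In these 3 only 1 direction came within 1.5 times of the paper's and the total did not. Of the other alternatives set in advance none came within 1.5 times of the paper's count in any comparison. The exact test with the minimum of 5 in 1 more library, chosen after the values were seen, gave 8 up against the paper's 4, 5 down against 4 and 13 in all against 8 at photosensitive hour 18. Between the states at hour 18 it gave 37 up against the paper's 25, 70 down against 8 and 107 in all against 33. These directions are as the paper's text gives them. If the fold changes between the states are written the opposite way, the paper's counts at hour 18 are 8 up and 25 down, and the closeness of the upward counts there is lost. If those within a state are, the paper's counts at photorefractory hour 18 are 16 up and 11 down, and the closeness of 9 up is lost. How many of the paper's own genes these calls leave out cannot be counted without gene names. A search of 60 exact-test settings after the data had been seen gave 12 to 1132 calls in 48 settings for photosensitive hour 18 against the paper's 8. In 12 settings for the states at hour 18 it gave 115 to 1451 against the paper's 33.

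For calls shared by hours 14, 18 and 22, Table S4 of the paper lists 2 genes in the photosensitive and 1 in the photorefractory state, and the quasi-likelihood test gave 0 in each, since it called none at these hours. The exact test gave 31 and 19, DESeq2 179 and 142, and the test with no filter 333 and 378. None of the alternatives set in advance came within 1.5 times of the paper's numbers in these 2 sets.

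Transcripts with a count above 0 numbered 200430.5 against the paper's 71068 at photosensitive hour 10, 167328.5 against the paper's 60815 at photosensitive hour 14, 146967 against the paper's 52759 at photosensitive hour 18 and 224409.5 against the paper's 85058 at photosensitive hour 22. They numbered 140602.5 against the paper's 52289 at photorefractory hour 10, 172329.5 against the paper's 62977 at photorefractory hour 14, 102799.5 against the paper's 40635 at photorefractory hour 18 and 230866 against the paper's 87525 at photorefractory hour 22. With a count of at least 5, set in advance, the values fell within 1.5 times of the paper's in all 8 groups, and with a count of at least 1 or thinning in none. With a count above 5, chosen after the values were seen, they differed from the paper's by at most 0.5. The paper's Table S2 calls these transcripts of non-zero abundance.

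The squared correlation between the 2 birds, here on log2(TPM + 1), was 0.381 against the paper's 0.74 at photosensitive hour 10, 0.470 against the paper's 0.871 at photosensitive hour 14, 0.442 against the paper's 0.935 at photosensitive hour 18 and 0.391 against the paper's 0.942 at photosensitive hour 22. It was 0.476 against the paper's 0.912 at photorefractory hour 10, 0.465 against the paper's 0.924 at photorefractory hour 14 and 0.413 against the paper's 0.826 at photorefractory hour 18. On TPM without logarithm, set in advance, all 7 groups came within 0.00413 of the paper's values. With a count of at least 5 in both birds 3 of 7 groups came within 0.0392, the SD of the values here over the groups, and the largest difference was 0.108. On log2(count + 1) and log2(TPM + 0.1) no group came within that SD. On TPM without logarithm with a count above 5 in both birds, chosen after the values were seen, all 7 came within 0.00102.

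The paper states that the response at hour 10 was much smaller. The share of transcripts with an unadjusted p under 0.05 between the states was 7.47% at hour 10, 7.17% at hour 14, 13.2% at hour 18 and 5.38% at hour 22, so hour 10 had neither the smallest nor the largest share, and the exact test called 443, 676, 835 and 287. The paper also proposes that photorefractory birds reacted almost as photosensitive birds did, and then reports a time course that depended on life-history state. Spread between birds lowers the correlation of changes even where responses are alike, and how far was not computed. A low correlation therefore does not count against like responses. The correlation of the changes from hour 10 between the states was -0.0389 at hour 14, 0.0165 at hour 18 and 0.277 at hour 22, the last resting on 1 photorefractory bird. On assembled genes, chosen after the data had been seen, it was -0.114, 0.0463 and 0.617, with the same sign for 71.2% of genes at hour 22, which is nearer the paper's statement at that hour.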

Other observations

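The random splits for the state comparison, the counts of splits at an unadjusted p, the shares of lower genes at hour 18, the ratio of p values, the number of tests a full list needs and the signs in Table S3 of the paper, and the fit of all 15 libraries on assembled genes were chosen only after the result was seen.

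edgeR's exact test called 287 to 1298 transcripts in comparisons where the quasi-likelihood test called none. If birds differed as much within as between groups, the real split of the birds would have the most calls in about 1 in 3 comparisons. It had the most in 8 of 10, the exceptions being photorefractory hour 14 and the states at hour 22. The real count was 6.37 to 7.73 times the larger of the other splits in 4 comparisons and 0.854 to 2.13 times in the other 6. On assembled genes the exact test called 7809 with the real split against 1 and 60 at photosensitive hour 22. It called 1650 against 31 and 7 at photorefractory hour 18, 4769 against 34 and 12 at photorefractory hour 22, and 1983 against 11 and 12 between the states at hour 18. In the other 6 comparisons the real split called 37 to 398 genes and the others 9 to 267, and at photorefractory hour 14 and between the states at hour 22 another split called more. The comparisons reuse birds, 2 of them have a single bird in 1 group, and 3 splits of 1 comparison cannot exclude chance however large the gap. Differences between groups and between birds therefore cannot be told apart by the number of comparisons. The assignment of reads among the transcripts of an assembled gene stays open and is a candidate explanation. Of 6092 calls in assembled genes with several transcripts, 83.3% had a gene total that changed under 2-fold (66.2% to 99.1% by comparison). Another transcript of the gene went the opposite way for 82.0% of these calls, against 60.4% for control transcripts. A presence of transcripts that varies from bird to bird also stays open. In groups outside the comparison, the 2 birds of a group were discordant in 6355 of 16739 pairs, 0.916 times the number expected if group did not matter (0.856 to 0.960 by comparison). A difference between hours or states, which the design names, was not separated from these.

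The 3 libraries of hour 22 lay apart from the others on principal component 1, with a gap of 0.332 of the range. Deeper sequencing would close the gap after thinning to the same total, and the gap was then 0.274 of the range, which argues against depth as the whole cause. With a trend on transcript length removed in each library it was 0.346, which argues against such a trend as the whole cause. Hour in the light period stays open, and no test was run of other differences between these birds, such as the date of library preparation, which the labels do not give.

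In the fit of all 15 libraries on assembled genes, 1716 genes were called between the states at hour 18, 508 higher and 1208 lower in the photorefractory state. Thinned to the same total, 2084 were called (121% of that number, 1595 of them shared), which argues against depth as the whole cause. With a trend on transcript length removed, 1631 were called (95.0%, 1230 shared), which argues against a length trend as the whole cause of these calls. The excess of lower genes is another matter. Lower genes made up 70.4% as deposited and 62.4% after thinning, which argues against depth as the whole cause of the excess. With the length trend removed they made up 46.8% (867 higher and 764 lower), so a trend of counts with transcript length remains a candidate explanation of the excess. With the mean fragment length of each library as a term, 104 were called (6.06%), and 77.9% of them were lower (23 higher and 81 lower), so the excess did not shrink with that term. The difference of the 2 photorefractory libraries of hour 18 from the rest holds 75.7% of the variance in fragment length, so fragment length and the group cannot be told apart for these genes. RNA quality or state at that hour stays open.

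Random splits of the libraries, 40 drawn of 6435 possible, were tested for the state comparison, which had 0 calls by edgeR's quasi-likelihood test, 7523 transcripts at an unadjusted p under 0.05 and 355 calls by DESeq2. With 0 real calls all 40 splits had as many whatever the birds did, so the count of calls decides nothing. Counted at an unadjusted p under 0.05, 2 of 40 splits, the real one included, had as many transcripts as the real one (3520 to 7531 over the splits), a share at the limit of 5%, so chance cannot be excluded. For later hours against hour 10, with 1 call, 11 of 40 splits drawn of 1365 had as many (0 to 4 calls over the splits), so chance cannot be excluded for that call. At an unadjusted p under 0.05, 16 of these splits had as many transcripts as the real one, with 6098 (4739 to 14503 over the splits), so chance cannot be excluded there either.

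In Table S3 of the paper, the ratio of the adjusted to the raw p falls along each list. If a list left out transcripts past the threshold, the fall would exceed the number listed. The prediction was written as a fall of more than 1.5 times the number listed in most of the 10 lists, and it held in 4 of 10, so the prediction was not met. A smaller fall does not make a list full, because a first listed gene need not have the smallest p. A full list under Benjamini-Hochberg adjustment needs a number of tests equal to the number listed times the last ratio, 6500 to 17083 over the lists. In 10 of 10 lists that is fewer than the transcripts with an estimated count of at least 5 in every library of the comparison (23842 to 53781), and in 10 of 10 fewer than the assembled genes that reach it. That the table lists only part of the transcripts past the threshold is therefore a candidate explanation for all 10 lists, if every list was adjusted over features like those counted here. No biological explanation was tested.

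Genes in a list within a state and in a list between the states that share libraries should have signs set by the shared group. Of 39 such shared genes in Table S3 of the paper, 3 (7.69%) had the predicted signs, where 1336 of 1336 shared exact-test calls here had them. Lists within a state that share the hour 10 birds had the same sign for 20 of 22 shared genes over 6 pairs of lists. A candidate explanation is that 1 of the 2 kinds of list has fold changes written opposite to the direction its heading gives. The test was designed after the lists had been seen, and it does not show which kind that would be. No biological explanation was tested.

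In 70 checks of single libraries against their state, or against hour 10, 14 or 18, 0 lay past Dixon's 95% limit. The measures were depth, transcripts found, fragment length, and the shares of counts on short, long and the most abundant transcripts, and the 3 libraries of hour 22 were too few for this check.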
